# Early downregulation of hair cell (HC)-specific genes in the vestibular sensory epithelium during chronic ototoxicity

**DOI:** 10.1186/s12929-025-01180-4

**Published:** 2025-09-04

**Authors:** Mireia Borrajo, Erin A. Greguske, Alberto F. Maroto, Aïda Palou, Ana Renner, Víctor Giménez-Esbrí, David Sedano, Marta Gut, Anna Esteve-Codina, Beatriz Martín-Mur, Alejandro Barrallo-Gimeno, Jordi Llorens

**Keywords:** Ototoxicity, 3,3'-iminodipropionitrile (IDPN), Streptomycin, Vestibular sensory epithelium, Rat, Mouse, RNA-seq, Hair cell

## Abstract

**Background:**

Exposure of mammals to ototoxic compounds causes hair cell (HC) loss in the vestibular sensory epithelia of the inner ear. In chronic exposure models, this loss often occurs by extrusion of the HC from the sensory epithelium towards the luminal cavity. HC extrusion is preceded by several steps that begin with detachment and synaptic uncoupling of the cells from the afferent terminals of their postsynaptic vestibular ganglion neurons. The purpose of this study was to identify gene expression mechanisms that drive these responses to chronic ototoxic stress.

**Methods:**

We conducted four RNA-seq experiments that generated five comparisons of control versus treated animals. These involved two species (rat and mouse), two compounds (streptomycin and 3,3'-iminodipropionitrile, IDPN), and three time points in our rat/IDPN model. We compared differentially expressed genes and their associated Gene Ontology terms, and several genes of interest were validated by in-situ hybridisation and immunofluorescence analyses.

**Results:**

Common and model-unique expression responses were identified. The earliest and most robust common response was downregulation of HC-specific genes, including stereocilium (*Atp2b2, Xirp2*), synaptic (*Nsg2*), and ion channel genes (*Kcnab1*, *Kcna10*), together with new potential biomarkers of HC stress (*Vsig10l2*). A second common response across species and compounds was the upregulation of the stress mediator *Atf3*. Model- or time-restricted responses included downregulation of cell–cell adhesion and mitochondrial ATP synthesis genes, and upregulation of the interferon response, unfolded protein response, and tRNA aminoacylation genes.

**Conclusions:**

The present results provide key information on the responses of the vestibular sensory epithelium to chronic ototoxic stress, potentially relevant to other types of chronic stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-025-01180-4.

## Background

The vestibular system in the inner ear, also known as the labyrinth, is a sensor of head accelerations. The cells responsible for sensory transduction are known as hair cells (HC) due to the bundle of filiform extensions, named stereocilia, that are on the apical end of the HC. Stereocilia bundles protrude into the endolymph-filled luminal cavities of the labyrinth and express the molecular mechanisms that trigger depolarization or hyperpolarization of the HC in response to their deflection caused by forces of bodily acceleration. In mammals, HCs are organized into five sensory epithelia per ear: one utricle, one saccule, and three cristae. There are two types of HC, type I (HCI) and type II (HCII), which can be differentiated by morphological, molecular, and physiological criteria [5, 7, 11, 39]. The most prominent differential feature is the calyx terminal, a unique afferent formation that encases HCIs but not HCIIs. These two types include several subtypes. For example, both HCIs and HCIIs may or may not express the calcium-binding protein oncomodulin [17] and calyces encasing HCIs may or may not express another calcium-binding protein, calretinin [32].

Vestibular HCs and cochlear HCs are damaged by several toxic molecules, which are therefore named ototoxic compounds. These include aminoglycoside antibiotics (streptomycin, gentamicin, and others), the chemotherapeutic agent cisplatin, and several low molecular weight nitriles (3,3'-iminodipropionitrile—IDPN, *cis*-crotonitrile, allylnitrile) [3]. Human therapeutic use or animal experimental exposure to these ototoxic compounds cause HC loss resulting in permanent vestibular and auditory deficits, as HCs do not typically regenerate in mammals; if they do, it is only to a very limited, non-functional, extent. The molecular processes leading to the loss of HCs have been the subject of intense research, mostly in the hope that their understanding could reveal targets for prophylactic drugs that could prevent the permanent loss of function that may occur after the use of ototoxic agents. Most of the research has focused on ototoxic-induced HC apoptosis [9]. However, HCs can respond to injury stimuli by extrusion, a process by which the HC modifies its ultrastructural features and is ejected as a live cell from the sensory epithelium towards the vestibular luminal cavity. This is followed by the degeneration of the ejected cell in the lumen. Cell extrusion is a form of cell loss that can occur only in epithelia. It has been identified as the main process of the elimination of HCs in the inner ear of birds and amphibians [16, 46] and has been occasionally observed in the inner ear of mammalian species after ototoxicity [12, 28, 41], but it has been scarcely studied. Recent evidence indicates that retinal photoreceptor cells may also suffer extrusion [63]. Previous research in our laboratory identified a model, the chronic exposure of rats to IDPN, in which most or all vestibular HCs are eliminated by extrusion [53, 54]. Subsequent research in rats [52] and mice [13] revealed that during IDPN intoxication the extrusion process is preceded by a reversible uncoupling of the HC and their post-synaptic afferents. A major hallmark of this process is the dismantling of the calyceal junction, a cell-adhesion and signalling complex that is normally formed between the HCI and its corresponding calyx. This is paralleled by a major loss of vestibular function [13, 38, 50, 52]. If intoxication continues, stereocillia start to fuse and HCs are driven toward extrusion and irreversible loss [30, 53, 54]. However, if intoxication is terminated before stereocilia fusion begins, then calyceal junction dismantlement and synaptic and behavioural defects are reversed [13, 38, 50, 52]. Recently, we have collected evidence that calyx junction dismantlement also precedes HC extrusion in rats exposed to chronic streptomycin and may also occur in response to other sources of stress, such as stress caused in human vestibular epithelia by a neighbouring vestibular schwannoma [36].

The observations above suggest that extrusion is an alternate process of regulated cell death similar to apoptosis. The genetically programmed process that executes apoptosis has been extensively characterized [62], but the program driving HC extrusion has not yet been studied. Our observations that extrusion may be a slow process that begins with reversible steps make this study a particularly interesting one, as this opens doors for pharmacological intervention to stop damage progression or accelerate repair. The present study is a first approach to the discovery of the molecular mechanisms involved in vestibular sensory epithelium damage during chronic ototoxicity leading to HC extrusion. We hypothesized that these mechanisms would include specific gene expression signatures even though mechanisms other than gene expression modifications must be involved in the execution of HC extrusion. We also hypothesized that the most important changes in gene expression would be more conserved throughout evolution and more consistently triggered by different ototoxic compounds. Therefore, we performed RNAseq studies in chronic ototoxicity models involving two different species (mouse and rat) and two ototoxic compounds (IDPN and streptomycin). We also evaluated different time points over the course of the treatment in one of the models. As the objective was to understand the response to a slowly evolving stress condition, we reasoned that stress caused by the cell isolation protocols necessary for single-cell or purified cell population studies would mask the gene expression changes of interest. Therefore, we used whole tissue for the extraction and sequencing of RNA. The results show similar and dissimilar changes in gene expression in the different models. Among these, the earliest common response in all ototoxicity models is decreased expression of many HC-specific genes, and follow-up studies demonstrate decreased expression of their corresponding proteins. In addition, other common and model-unique responses to chronic ototoxicity were also identified.

## Materials and methods

### Animals and treatments

We used both Long-Evans rats, obtained from Janvier Labs (Le-Genest-Saint-Isle, France), and 129S1/SvImJ mice from a locally established colony, descendants of animals purchased from Jackson Laboratory (Bar Harbor, ME, USA). For in vitro experiments, neonatal rats were obtained from pairs of Long-Evans rats bred locally. In all experiments, the animals were housed in Macrolon cages in groups of at least 2 subjects with wood shavings as bedding. The housing conditions were standard, including a 12:12 h light:dark cycle (07:30–19:30 h), a room temperature of 22 ± 2 °C and ad libitum access to standard diet pellets (TEKLAD 2014, Harlan Laboratories, Sant Feliu de Codines, Spain).

Four RNA-seq experiments were carried out. In all of them, the animals were euthanized for tissue collection on the last day of treatment. We used exposure conditions that cause progressive vestibular damage as thoroughly described in previous publications [13, 36, 52]. In three experiments, we selected doses and exposure times that caused the most possible, but still reversible, loss of vestibular function after IDPN treatment in mice and rats, and after streptomycin treatment in rats. Thus, in the first experiment, 2- to 4-month-old male 129S1/SvImJ mice were given free access to water spiked with 0 (Control) or 30 (mouse/IDPN) mM IDPN (> 98%, TCI Europe, Zwijndrecht, Belgium) as the sole source of drinking liquid for 8 weeks. In the second experiment, male adult Long-Evans rats (8–9 weeks old on reception) were given 0 (Control) or 20 (rat/IDPN-4wk) mM IDPN for 4 weeks. For the third experiment, male and female rats were obtained at post-natal day 8–9 and housed with their lactating mothers until weaning at day 21. Starting on day 21, the rats in the streptomycin group (rat/STREP) received streptomycin sulphate salt (Sigma-Aldrich, S6501), s.c., dissolved in phosphate-buffered saline (PBS), once a day for 6 weeks, at 500 mg/kg day (as free base). Control rats were injected with PBS. Initial injection volumes were 10 ml/kg to guarantee dose accuracy but were reduced to 2 ml/kg as the rats gained weight. The injection site in the dorsal skin was changed from day to day. Finally, the fourth rat/IDPN experiment was added to obtain data on an earlier step of HC detachment [52] and for a later time point when stereocilia fusion indicates the beginning of the active HC extrusion [52, 53]. In this fourth experiment, the 20 mM concentration was used for 3 weeks (rat/IDPN-3wk) or 7 weeks (rat/IDPN-7wk) and a single control group included animals euthanized at each time point.

### Assessment of vestibular function

To evaluate vestibular function in rats, we assessed the tail-lift reflex. Briefly, rats are held by the base of the tail and quickly but gently lifted upward to approximately 40 cm above ground and then immediately returned down. In healthy rats, this triggers a trunk and limb extension reflex as a landing response. Loss of vestibular function results in the loss of this anti-gravity extension reflex, and the rat curls ventrally. The reflex response is recorded with high-speed video and the movie is used to determine the tail-lift angle (TLA). The TLA is determined by the minimum angle drawn from the nose, to the back of the neck and the base of the tail during the tail-lift manoeuvre, as described [33, 35, 38].

In mice, loss of vestibular function was assessed using a previously validated behavioural test battery [13, 35, 48, 55]. Briefly, mice are blindly rated from 0 to 4 on 6 items. Ratings are scaled as: 0 for the behaviours that characterize normal healthy animals and 4 for the maximum possible deviation from normal behaviour. The mice are placed for one minute in a clean open arena, and rated for circling (stereotyped circulatory ambulation), retropulsion (backward movement), and abnormal head movements (intermittent extreme backward extension of the neck). Afterwards, the animals are rated for the tail-lift reflex, the contact inhibition of the righting reflex, and the air-righting reflex. More detailed descriptions of the battery are available [13, 35, 48]. Although the tail-lift reflex included in the mouse test battery is the same reflex used to assess vestibular dysfunction in rats, a protocol for reliable quantification of this reflex has not been validated in mice yet.

### Sample collection

At the end of the exposure periods, animals were decapitated and their vestibular epithelia were quickly dissected in ice-cold PBS for RNA isolation. From each animal, the six cristae and the two utricles were isolated, cleaned of adjacent tissues, pooled, placed in an Eppendorf tube, frozen in liquid nitrogen, and stored at −80 °C. After RNA isolation and quality control as described below, three samples per group were used for RNA-seq. Thus, mouse/IDPN, rat/IDPN-4wk and rat/STREP experiments compared 3 control and 3 treated animals. In the streptomycin experiment, both the control and treated groups were composed of two male and one female rat. The other rat/IDPN experiment compared 3 control rats, 3 rats exposed to IDPN for 3 weeks, and 3 rats exposed to IDPN for 7 weeks.

For immunofluorescence and RNA-scope studies, vestibular epithelia were quickly dissected in cold 4% paraformaldehyde in PBS under a fume hood, fixed in the same solution for 1 h, transferred into a cryo-preservative solution (34.5% glycerol, 30% ethylene glycol, 20% PBS, 15.5% distilled water) and stored at −20 °C. The present experiments were carried out using new samples as well as archival samples from previous studies [13, 36, 52] stored for up to 10 years. For each analysis, we used sensory epithelia from control and treated animals that had been obtained at the same time.

### Short read, low-input RNA sequencing

Total RNA was extracted from the samples using the Qiagen RNeasy mini kit and the manufacturer's protocol. RNA sequencing libraries were prepared following the SMARTseq2 protocol [44] with some modifications. Briefly, total RNA samples were quantified by the Qubit^®^ RNA BR Assay kit (Thermo Fisher Scientific) and RNA integrity was estimated with an Agilent RNA 6000 Pico Bioanalyzer 2100 Assay (Agilent). Reverse transcription of the total RNA input material of 1.8 µl (6–11 ng, depending on sample availability) was performed using SuperScrpit II (Invitrogen) in the presence of oligo-dT30VN (1µM; 5′-AAG CAG TGG TAT CAA CGC AGA GTA CT30VN-3′), template-switching oligonucleotides (1 µM) and betaine (1M). The cDNA was amplified using the KAPA Hifi Hotstart ReadyMix (2x) (Roche) and 100 nM IS PCR primer (5′-AAG CAG TGG TAT CAA CGC AGA GT-3′) with 8 cycles of PCR amplification. Following purification with Agencourt Ampure XP beads (1:1 ratio; Beckmann Coulter), the product size distribution and the quantity were assessed on a Bioanalyzer High Sensitivity DNA Kit (Agilent). The amplified cDNA (200 ng) was fragmented for 10 min at 55 °C using Nextera XT (Illumina) and amplified for 12 cycles with indexed Nextera PCR primers. The library was purified twice with Agencourt Ampure XP beads (0.8:1 ratio) and quantified on a Bioanalyzer using a High Sensitivity DNA Kit.

The libraries were sequenced on the HiSeq 4000 or HiSeq 2500 (Illumina) in paired-end mode. The read length for the HiSeq 4000 runs was 2 × 76 bp, using the HiSeq 4000 SBS Kit and HiSeq 4000 PE Cluster Kit sequencing flow cell. When using the HiSeq 2500, the libraries were sequenced in paired-end mode with a read length of 2 × 76 bp using the TruSeq SBS Kit v4.

Primary data analysis, including image analysis, base calling and quality scoring, was performed using the manufacturer’s software: Real-Time Analysis (RTA 2.7.7) for HiSeq 4000 and RTA 1.18.66.3 for HiSeq 2500. This was followed by the generation of FASTQ sequence files.

### RNA-seq data processing and analysis

Mouse RNA-seq reads were mapped against the Mus musculus reference genome (GRCm38) with STAR/2.5.3a [6] using ENCODE parameters. Genes and isoforms were quantified with RSEM/2.3.0 [27] with default parameters using the gencode.M15 annotation. Likewise, rat RNA-seq reads were mapped against the Rattus norvegicus reference genome (Rnor6.0) while the Rnor6.0.92 annotation was used for gene and isoform quantification. Original raw and processed data are available from Gene Expression Omnibus, accession number GSE292474 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292474).

Differential expression analysis was performed with the R package DESeq2/1.18 [31]. The regularized log transformation of the counts was used for plotting. Genes with FDR < 5% and |FC|> 1.5 were considered significantly differentially expressed. Heatmaps were drawn with the R package ‘ggplot2’ using Z-score normalisation and the PCA was done with the ‘prcomp’ R function. Gene ontology (GO) enrichment analyses of the differentially expressed genes were performed with g:Profiler [45]. We separately analysed the lists of upregulated or downregulated genes from each control vs treated comparison. Enrichment analyses were done also on the lists of genes similarly or differentially regulated across experiments (for instance, genes downregulated in both the streptomycin and the IDPN-4wk groups). To reduce redundancy in the lists of GO terms, the REVIGO tool [57] was used to cluster groups by semantic similarity analysis and thus generate shorter lists of cluster representatives.

In addition to GO analyses, Gene Set Enrichment Analyses (GSEA) [40, 56] were performed with the original expression datasets to evaluate whether the gene expression changes induced by the treatments matched any well-known biological process as defined by the Hallmark Gene Sets.

### Vestibular epithelium culture

Vestibular epithelia were cultured as described previously [1]. The epithelia were dissected from rats on post-natal day 1 in Leibovitz’s L-15 medium (Gibco, cat.# 11415064) and cultured free-floating in a standard culture medium composed of Dulbecco’s Modified Eagle’s Medium-Nutrient Mixture F12 (DMEM/F12) (Gibco, cat. #11320033) supplemented with 25 mM HEPES (Gibco, cat.# 15630080), 2% N2 supplement (Cell Therapy Systems, cat.# A1370701), 1% GlutaMAX (Gibco, cat.# 35050061), 2 g/L glucose (Sigma, cat.# 49163) and 1.5 g/L penicillin (ThermoFisher, cat.#J63032.14), in a 5% CO2/95% air environment at 37 °C. This medium was enriched only for the four initial days with 50 ng/mL EGF (Preprotech, cat.# AF100-15), 0.1 μg/mL FGF2 (Sigma, cat.#F0291) and 0.1 μg/mL FGF10 (Preprotech, cat.# AF-100-26), as well as with 1 mMN-acetyl-L-cistein (Sigma, cat.#A9165), 10mM nicotinamide (Sigma, cat.# N0636) and 1% insulin-transferrin-selenium-ethanolamine (ITS-X) supplement (Gibco, cat.# 51500056). The cultures were exposed to 0 or 0.05 μM streptomycin (from streptomycin sulphate salt, Sigma-Aldrich, cat.# S6501) from days 14 to 21 in vitro. This concentration of streptomycin was selected as the maximal concentration causing no loss of HCs, according to unpublished data. At the end of the treatment, tissues were fixed and stored for RNA-scope as described above for samples from the in vivo studies.

### Immunohistochemical labelling

For immunohistochemistry of the vestibular sensory epithelia, the following commercial primary antibodies were used at the indicated dilutions: mouse monoclonal anti-contactin-associated protein (CASPR1) (clone K65/35, cat.#MABN69, Millipore, RRID: AB_2083496, 1/400), mouse monoclonal anti-myosin-7A (MYO7A) (cat.# 138-1, supernatant, Developmental Studies Hybridoma Bank, RRID: AB_2282417, 1/100), rabbit anti-potassium voltage-gated channel subfamily A member 10 (KCNA10, Kv1.8)(cat.# APC-157, Alomone Labs, RRID: AB_2341039, 1/200), rabbit anti-MYO7A (cat.# 25–6790, Proteus Biosciences, RRID: AB_10015251, 1/400), rabbit anti-oncomodulin (cat.# OMG4, Swant, RRID:AB_10000346, 1/400), rabbit anti-plasma membrane calcium transporting ATPase 2 (PMCA2, encoded by the *Atp2b2* gene) (cat.# PA1-915, Invitrogen, RRID: AB_2243199, 1/400), goat anti-Delta/Notch Like EGF Repeat Containing (DNER) (cat.# AF2254, R&D Systems, RRID:AB_355202, 1/200), goat anti-Osteopontin (encoded by the *Spp1* gene) (cat.# AF808, R&D Systems, RRID: AB_2194992, 1/200), and guinea pig anti-calretinin (cat.# 214104, Synaptic Systems, RRID: AB_10635160, 1/500). In addition, a rabbit anti-VSIG10L2 antibody was generated against the VSXL-756:772 sequence (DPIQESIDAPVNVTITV) using the ThermoFisher Custom Antibodies services. To reveal the primary antibodies, we used appropriate fluorochrome-conjugated donkey secondary antibodies from Invitrogen / Thermo Fisher. These included DayLight-405, and Alexa-Fluor -488, -555, and -647 fluorochromes for four-channel imaging.

The entire vestibular epithelia were immunolabelled as previously described [13, 33, 34, 36]. To avoid biases from batch-to-batch differences in the label, equal numbers of specimens from each experimental group were processed in parallel. Briefly, the main protocol included permeation and blocking in 4% Triton-X-100 [32] and 20% donkey serum in PBS for 90 min at room temperature, followed by incubation with the mixed primary antibodies in 0.1% Triton-X-100 and 1% donkey serum in PBS for 48 h at 4 °C, then by incubation with the secondary antibodies in 0.1% Triton-X-100 in PBS overnight at 4 °C. Specimens were thoroughly rinsed in PBS following each incubation and gently rocked during all incubations and rinses. To assess KCNA10 and PCMA2 immunoreactivity, the samples were first permeated at room temperature with 4% Triton-X100 for 1 h, then blocked with 1% fish gelatin (cat.# G7765, Sigma-Aldrich) for 1 h [32]. In this protocol, primary and secondary antibody solutions contained 0.1% Triton-X-100 and 1% fish gelatin. After immunolabelling, some batches of samples were whole-mounted in Fluoromount medium (F4680, Sigma-Aldrich), while other samples were sectioned before mounting. For sectioning, specimens were placed in 0.49% gelatin, 30% bovine serum albumin, and 20% sucrose in PBS overnight at 4ºC. The next day, the sample was oriented and included in between two fused blocks formed by solidification of the same mixture with 2% glutaraldehyde. The block was then used to obtain 40 μm-thick sections in a Leica VT1000S vibrating microtome. This protocol has been described in detail elsewhere [34].

### RNA scope in-situ hybridization

Vestibular epithelia from in vivo or in vitro studies were processed for simultaneous immunofluorescence and RNAscope in-situ hybridization. We used the RNAscope Multiplex Fluorescent Reagent Kit v2 (cat. # 323100, ACD Bio-Techne) with the following probes: RNAscope^®^ Probe—Rn-Vsig10l2- C1, PREDICTED: Rattus norvegicus V-set and immunoglobulin domain containing 10 like 2 (Vsig10l2) mRNA (cat. # 1241271-C1), RNAscope® Probe- Rn-Atf3 (cat. #414981) and Rn-Ppib-C3—Rattus norvegicus peptidylprolyl isomerase B (Ppib) mRNA (cat. # 313921-C3) or RNAscope^®^ Positive Control Probe—Rn-Ppib-C2—Rattus norvegicus peptidylprolyl isomerase B (Ppib) mRNA (cat. #313921-C2) as a positive control. To label the probes, we used the fluorophores Opal 520 (cat. # FP1487001KT, Akoya Biosciences), Opal 570 (cat. # FP1488001KT) and Opal 690 (cat. # FP1497001KT). Briefly, free-floating epithelia were washed in RNAscope Wash Buffer and dehydrated with graded concentrations of ethanol. The samples were then washed and incubated in H_2_O_2_ 0.3% (v/v) for 10 min at RT. Sections were then hybridized in probe mixture (either Rn-Vsig10l2- C1 plus Rn-Ppib-C3 or Rn-Atf3 plus Rn-Ppib-C2 at a 50:1 concentration, as indicated by the manufacturer) inside screw microtubes for 2 h at 37 °C using a water bath. Afterwards, tissues were washed and incubated in amplification solutions Amp1, Amp2, and Amp3 for 35, 20, and 35 min, respectively, at 37 °C. For signal detection, HRP-C1 and HRP-C3/HRP-C2 solutions were added to the sections for 15 min each at 37 °C, followed by a 30 min incubation of TSA-diluted Opal 520 and Opal 570/Opal 690 at 37 °C. After washing, the sections were processed for MYO7A immunostaining with the rabbit MYO7A antibody and mounted following the protocol described above.

### Confocal microscopy imaging and analysis

Vestibular epithelia were observed in a Zeiss LSM880 spectral confocal microscope. The 63x (Numeric Aperture = 1.4) objective was used to obtain images of 135 × 135 μm or 67.5 × 67.5 μm (zoom 2). Z-stacks of optical sections were obtained at 0.35 μm interval spanning 6–30 μm as required for the planned analysis. The same image acquisition settings were used for all samples from each immunolabelling batch. To measure fluorescence intensities, we used ImageJ software (National Institute of Mental Health, Bethesda, Maryland, USA). The expression of the plasma membrane calcium-transporting ATPase (PMCA2), encoded by the *Atp2b2* gene, was evaluated in whole-mount utricles (one utricle per animal) labelled with mouse anti-MYO7A, anti-calretinin and anti-PMCA2 antibodies. From each utricle 15 different areas were acquired with Z-stacks of 30 optical sections. These were then used to generate maximal intensity projections of 14-section sub-stacks for quantitative analysis. In each image, a rectangular region of interest (ROI) of 12.6 × 7.8 μm was used to assess the fluorescence intensity of the PMCA2 channel in a stereocilia bundle and the background fluorescence intensity was subtracted. From each image, at least 12 different bundles were quantified, so PMCA2-associated fluorescence for each utricle was estimated as the mean value of at least 180 (usually more than 200) individual hair bundles. To evaluate the effects of the treatments, we compared 3 control rats with 4 IDPN-4wk rats and 4 control rats with 4 streptomycin rats.

DNER expression was quantified using whole-mount cristae labelled with rabbit anti-MYO7A, anti-CASPR1, anti-calretinin and anti-DNER antibodies. From each crista, four images were acquired, two from the central part and two from the periphery, with Z-stacks extending up to 30 μm. For quantitative analysis, sub-stacks of 6 sections were made to select the level of the epithelium containing the supra-nuclear region of HC, and an oval ROI (diameters of 2,7 and 2,1 μm) was used to quantify fluorescence intensity of at least 60 HC per image. To evaluate the effects of the treatments, we compared 3 control rats with 4 IDPN-4wk rats, and 4 control rats with 4 streptomycin rats.

KCNA10 expression was assessed in whole-mount cristae labelled with anti-osteopontin, anti-CASPR1, and anti-KCNA10 antibodies. From each crista, four images were obtained as described above for DNER. For quantitative analysis, sub-stacks of 7 sections were made to select the level of the epithelium containing the mid-lower nuclear region of HCI, to obtain circular slices of the calyceal junction adhering HCI with the afferent calyx. The ROI used for fluorescence measurement was made up of three circles, 0.60 μm in diameter each, placed at the vertices of an equilateral triangle with 4.1 μm edges. From each cell, two measurements were obtained, so the estimation of the fluorescence intensity was derived from 6 readings, and (approximately) evenly placed around the cell's basolateral membrane. From each image, a mean fluorescence intensity was obtained by averaging the readings of 100 HCI. To evaluate the effects of the treatments, we compared 3 control rats with 3 IDPN-4wk rats and 3 control rats with 3 streptomycin rats.

For MYO7A, osteopontin and calretinin expression analyses, 40 μm-thick sections of crista samples were imaged and fluorescence intensities determined as described in detail elsewhere [36]. Briefly, 3 μm thick Z sub-stacks were used to assess the fluorescence intensity of 30 HCs per rat with a rectangular ROI. Data were normalized to control mean values of the same labelled batch to circumvent batch-to-batch differences in immunostaining. These analyses included 5–8 control rats and 6–10 IDPN-4wk rats.

The expression of the VSIG10L2 protein was evaluated in utricles (9 control and 9 IDPN-4wk samples) labelled with anti-VSIG10L2, anti-osteopontin, anti-calretinin and monoclonal anti-MYO7A antibodies. For quantitative analysis, 27 HCs were selected from each image using a pre-defined grid. For each cell, the fluorescence intensity above background was measured in the supranuclear zone using a circular ROI (5 μm in diameter).

For RNAscope analysis, Z-stacks of 50 optical sections were taken, obtained every 0.35 μm. For each epithelium, 4 images were collected in total: 2 from the centre of the epithelium and 2 from the peripheral zone. Then, the HC spanning section was selected by creating maximum intensity projections. For ATF3 expression analysis, the number of PPIB and ATF3 puncta was measured using the “Find maxima” tool of ImageJ software, after thresholding for intensity. The total number of puncta was averaged by individual, area, and number of HCs. To quantify VSIG and PPIB fluorescence intensity, images were thresholded to select VSIG or PPIB puncta. Then the mean grey value (that is, the fluorescence intensity) was acquired using the “measure” function of ImageJ. This number was averaged by individual, area, and total cell count.

### Evaluation of HC loss

To estimate the amount of HC loss that occurs in the mouse/IDPN exposure condition, we counted the number of hair bundles visible in scanning electron microscopy (SEM) images at 1500X magnification from the central area of the utricle of mice from previously published experiments [13]. For the rat/IDPN-4wk condition, HC counts were obtained in the cristae and utricles of an independent batch of control and treated rats, immunostained with anti-MYO7A and anti-calretinin antibodies and imaged at the confocal microscope as described above. Five 67.5 × 67.5 μm images per animal were collected and counted: central crista, peripheral crista, utricle striola, and lateral and medial peripheries of the utricle. For the rat/STREP condition, the samples used for counting were from rats treated together with the animals used for the RNA-seq analysis. They were processed as described for the rat/IDPN-4wk condition, except that a single image from the peripheral region of the utricle was obtained.

### Statistics

Padj / FDR values were used to evaluate gene and GO enrichment. For other data, such as immunofluorescence intensity data, group comparisons were done using Student’s t-test, corrected for multiple comparisons if needed, or ANOVA test as appropriate, using the GraphPad Prism software. In all cases, the significance level was set at p < 0.05.

## Results

### Systemic and vestibular toxicity

#### Subchronic ototoxic exposure caused a progressive loss of vestibular function with limited loss of HCs and limited systemic toxicity

In four separate experiments, we obtained RNAseq data for five different treated *vs.* control comparisons. These included 3 different models of subchronic ototoxicity (mouse/IDPN, rat/IDPN, and rat/STREP) and 3 different time points (3, 4, and 7 weeks) of the rat/IDPN model. The mouse/IDPN, rat/IDPN-4wk, and rat/STREP experiments were performed to investigate the gene expression changes associated with the behavioural and histological effects described in previous studies [13, 36, 52]. 

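Long-Evans rats drank water containing 20 mM 3,3′-iminodipropionitrile (IDPN), a nitrile toxic to vestibular HCs, for 3 weeks (IDPN-3wk) or for 7 weeks (IDPN-7wk), and control rats drank water without it. Each library came from the pooled cristae and utricles of 1 rat. There were 3 libraries per group, and the same 3 controls served both times of exposure. Libraries were made by SMARTseq2, a protocol for small RNA inputs that copies polyadenylated RNA into full-length cDNA and amplifies it by PCR. The authors mapped the reads with STAR and estimated counts per gene with RSEM, which divides a read that fits several genes between them. The deposited table holds these estimated counts as whole numbers for 32883 genes, without normalization. Control replicates 1, 2 and 3 had totals of 38044824, 38023198 and 32251682 counts. The totals were 32696268, 31100118 and 37640956 counts in the IDPN-3wk replicates and 46018385, 37275081 and 46007687 counts in the IDPN-7wk replicates. Replicate numbers were assigned here and pair no animals. No 2 libraries of a group held the same counts, since the lowest chi-square per gene between replicates was 18.7, between IDPN-7wk replicates 1 and 2. Symbols and Ensembl identifiers are those of the table, and gene positions were not analysed here.

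From this table, the 15517 genes kept by edgeR's filterByExpr were normalized by the TMM method and tested with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. All 9 libraries were fitted together with a mean for each of the 3 groups, so the comparisons of IDPN-3wk with control, IDPN-7wk with control and IDPN-7wk with IDPN-3wk shared an estimate of the spread with 6 residual degrees of freedom. A DEG was a gene with an adjusted p under 0.05 and a fold change above 1.5, the thresholds stated in the paper. Levels are given as CPM, which are counts scaled to a common library size, after TMM normalization, as mean ± SD of 3 rats. A library's smallest visible level, set at 3 counts, lay between 0.0652 and 0.0965 CPM. SMARTseq2 reads carry no molecular identifiers, so PCR copies are not independent molecules and this floor covers counting error only. The strand used for counting is not stated in the paper, so genes that overlap on opposite strands are uncertain. An exact permutation test of 3 rats against 3 cannot give a two-sided p below 0.1, which is why the model fitted across all genes was used for single genes. The shared controls tie the 2 comparisons with control to each other, and a change between 3 and 7 weeks was therefore tested directly. According to the paper, the control group held rats killed at each of these times. The labels do not say when each control was killed. Age and day of collection may differ with the time of exposure, and the direct comparison cannot tell them apart from it.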

The rat/IDPN-3wk and rat/IDPN-7wk groups were studied as models of earlier and later stages of the chronic ototoxicity process, respectively. As described previously [13, 36, 38, 52], the exposed animals did not show overt signs of systemic toxicity, except a reduced increase in body weight compared to controls in some cases (Suppl. Fig. S1). Also, as revealed in mice by their vestibular dysfunction ratings [48] and in rats by the tail-lift reflex [33–35, 38], the treated animals showed the expected progressive decline in vestibular function (Fig. 1A–D).

**Fig. 1:**
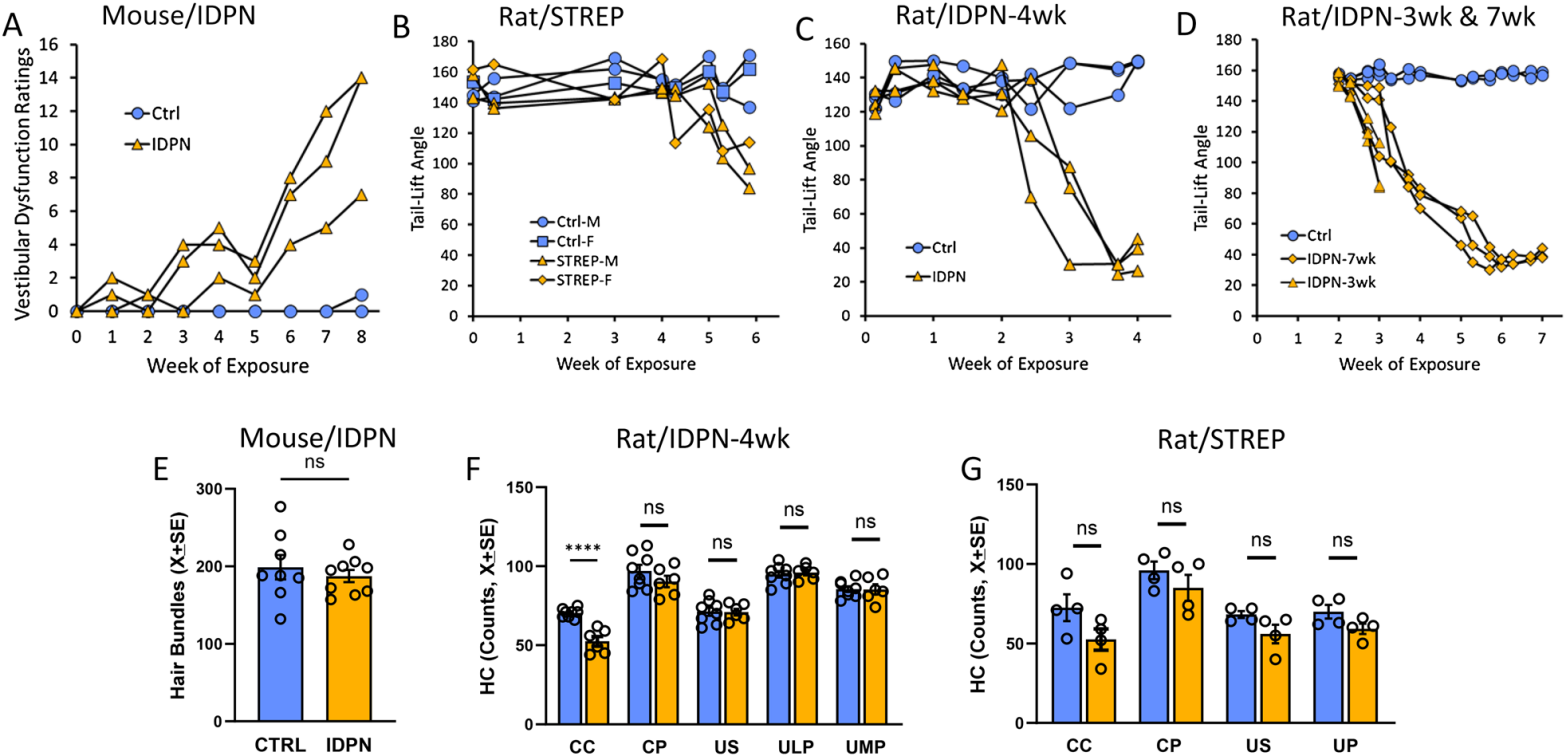
Effects of subchronic ototoxicity on vestibular function and HC density in the vestibular sensory epithelium. **A**–**D** Vestibular function; graphs show the Vestibular Dysfunction Ratings (in mice, **A** or the Tail-Lift Angle (in rats, **B**, **C**, and **D**) of the individual animals from which the RNA was extracted for RNA-seq analysis. **E** Number of hair bundles counted in 1500X magnification SEM images of the central region of the utricles of mice exposed to 0 (CTRL) or 30 mM IDPN. **F** Number of HCs (MYO7A +) in different regions of the vestibular epithelia from rats exposed to 0 or 20 mM of IDPN for 4 weeks. *CC* crista centre, *CP* crista periphery, *US* utricle striola, *ULP* utricle lateral periphery, *UMP* utricle medial periphery. **G** Number of HCs (MYO7A +) in different regions of the vestibular epithelia from rats exposed to 0 or 500 mg/kg/day of streptomycin for 6 weeks. *CC* crista centre, *CP* crista periphery, *US* utricle striola, *UP* utricle periphery

Except for the rat/IDPN-7wk group, selected dosing schedules were expected to cause no or only limited loss of HCs, according to previous data [13, 36, 38, 52]. To corroborate this assertion, we collected additional data as shown in Fig. 1E–G. For the mouse/IDPN experiment, only a rough estimate based on SEM images from our previous study [13] was available. The number of hair bundles in the central region of the utricle was not modified after 8 weeks of exposure (Fig. 1E, t = 0.670, 15 df, p = 0.513). However, a significant presence of extruding profiles was observed. These extruding HCs were likely determined to be eliminated, because a significant 22% reduction in hair bundle numbers was recorded in utricles of mice that were evaluated 13 weeks after the end of the treatment (154.3 ± 6.0 *vs*. 198.9 ± 15.8 in controls, t = 2.32, 12 df, p = 0.038). In rats exposed to IDPN, detailed numbers of HCs were obtained after 4 weeks of exposure. As shown in Fig. 1F, a significant decrease in HC counts was recorded in the central region of the crista only (25%, t = 6.17, 12 df, p < 0.0001), but not in the other regions (all t’s < 1.20, 12 df, all p’s > 0.254). In this case, a negligeable proportion of HCs were determined to be eliminated, because when IDPN-4wk rats were allowed to survive for 7 weeks after treatment, all HC counts were equal to those obtained at the end of the 4-week exposure period, with a significant decrease in the central region of the crista only (54.8 + 1.76 vs. 70.4 + 1.03 in controls, t = 7.15, 16 df, p < 0.0001). After streptomycin exposure (Fig. 1G), HC counts did not show significant differences in any of the regions of the vestibule (all t ‘s < 1.98, 6 df, all p’s > 0.095), but the mean counts of the treated rats were 11 to 18% lower than the mean counts of control rats.

### RNA-seq: overall analysis

#### RNA-seq analyses identified gene sets with altered expression after subchronic ototoxic exposure

In all four experiments, treated animals showed significant changes in gene expression relative to control animals. In every case, principal component analysis (PCA) using the 500 most variable genes (Fig. 2A–D) resulted in a first component (PC1) that collected more than half of the variance (range 52.2–80.3%) and ordered control and treated animals (n = 3 in all groups). 

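For the control, IDPN-3wk and IDPN-7wk rats, the regularized log transformation of the counts and the 500 most variable genes gave a PC1 that held 56.5% of the variance, and a PC2 that held 20.6%. On PC1, the controls scored -11.9, -8.49 and -8.43, the IDPN-3wk rats 1.70, -2.50 and -3.26, and the IDPN-7wk rats 9.34, 9.14 and 14.4, so the 3 groups did not overlap and lay in the order of exposure. With log2 CPM in place of the regularized log, the choice that moved PC1 most, its share was 32.0% and PC1 parted the libraries with fewer detected genes, described next, from the others, in place of the groups. The libraries also differed in a way that the groups do not explain. At equal depth, control replicate 1 and IDPN-3wk replicates 2 and 3 had 15463, 15387 and 15502 genes detected, against 16837 to 17329 genes in the other 6 libraries. These 3 libraries had lower PC2 scores (0.164, -8.64 and -9.22) than the others, which scored from 0.534 to 6.29. Both sets of libraries hold control and IDPN-3wk rats, so differences between those groups could be computed within each set. All IDPN-7wk libraries are in the larger set, where they were compared with control replicates 2 and 3 and with IDPN-3wk replicate 1. Within-set values given here are differences between means of log2(CPM + 2).

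**Figure D1:**
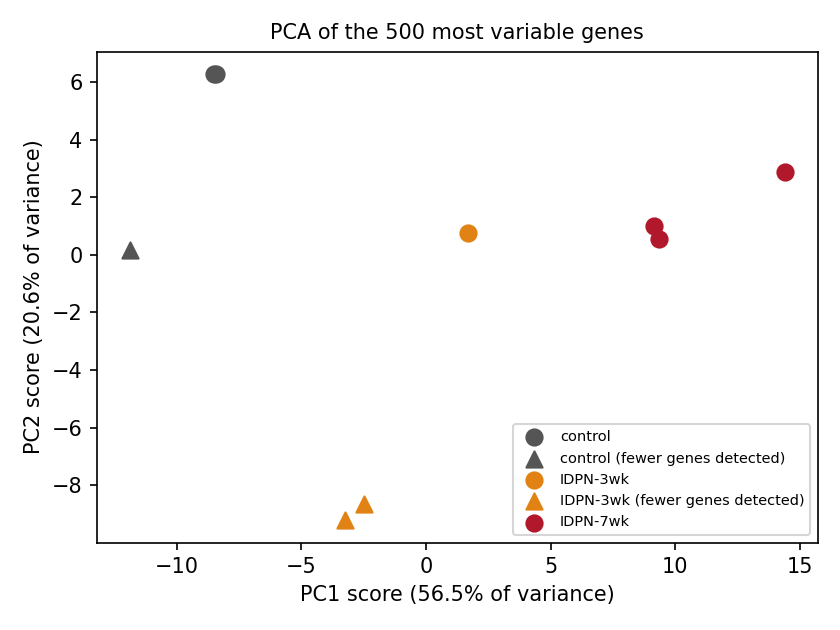
Scores of the 9 libraries on PC1 and PC2 from the 500 most variable genes after the regularized log transformation, with the share of variance on each axis. Each point is 1 rat, the colour gives the group, triangles mark the libraries with fewer detected genes, and 2 controls overlap. The IDPN-3wk rats lie between the controls and the IDPN-7wk rats on PC1.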

Heat maps of the 50 most significantly altered genes in each comparison between control and treated animals successfully grouped the samples according to treatment group (Fig. 2E–I). 

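Among the IDPN-3wk and control rats, the 50 genes with the smallest edgeR p-values were lower in IDPN-3wk rats for 44 genes and higher for 6, and the largest adjusted p among them was 0.00681. Among the IDPN-7wk and control rats, 23 of the 50 genes were lower and 27 were higher, with a largest adjusted p of 0.000428. Hierarchical clustering of the 6 libraries on these genes separated the treated from the control rats at both times. All 50 genes of each list had groups that did not overlap, which 10% of genes would show by chance with 3 rats against 3. The genes were chosen on the libraries that they then clustered, so this separation follows in part from the choice.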

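In the comparison of IDPN-3wk with control rats, 256 DEGs were called by edgeR, of which 188 were downregulated and 68 upregulated. In the comparison of IDPN-7wk with control rats there were 796 DEGs, with 485 downregulated and 311 upregulated. An adjusted p under 0.05 alone was reached by 292 and 945 genes, and an unadjusted p under 0.05 by 2444 and 2992 genes. The median absolute log2 fold change of the DEGs was 1.13 at 3 weeks and 1.15 at 7 weeks, while the median log2 fold change of all genes tested was near 0 at both times (-0.000467 and 0.00970). In all of these DEGs, the 3 treated rats lay outside the range of the 3 controls, as they did in 19.6% and 34.3% of all genes tested, against 10% by chance. The test mattered for these counts, and DESeq2, the tool that the paper names for its own calls, gave 826 and 1392 DEGs at the same thresholds. Without the fold change threshold, a setting chosen after the values were seen, DESeq2 gave 1207 and 1876. Regrouping the IDPN-3wk and control libraries by the number of detected genes, with control replicate 1 and IDPN-3wk replicates 2 and 3 on one side, gave 689 DEGs with DESeq2 and 214 with edgeR, of which 124 lay in its larger direction, more than the 68 upregulated at 3 weeks. For upregulation at 3 weeks, that set of libraries and the exposure can therefore not be told apart by number alone. The 8 remaining regroupings of these 6 libraries gave 0 DEGs with edgeR and 10 to 57 with DESeq2. No regrouping of the IDPN-7wk and control libraries other than the real one gave a DEG with edgeR.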

For each of these comparisons, the total number of differentially expressed genes (DEGs) and the numbers of downregulated and upregulated genes are shown in Table 1. Volcano plots, shown in Fig. 3, display these DEGs according to log2-Fold_Change and log-Padj. 

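The genes with the smallest adjusted p among downregulated DEGs were the same at both times. Vsig10l2 (listed as AC132671.2, ENSRNOG00000055680) came ahead of Dner (ENSRNOG00000016640) and Adam11 (ENSRNOG00000002753). The fold change of Adam11, which encodes a disintegrin-like membrane protein, was the larger of the latter pair, with a log2 value of -2.23 at 3 weeks (standard error 0.154, edgeR adjusted p = 0.000242) and -2.73 at 7 weeks (standard error 0.157, adjusted p = 2.6e-05). On the upregulated side at 3 weeks, Txnip (ENSRNOG00000021201) rose from 458 ± 7.27 CPM in control rats to 783 ± 11.0 CPM (SD, n = 3), a log2 fold change of 0.78 (standard error 0.0665, edgeR adjusted p = 0.000758). Lbp (ENSRNOG00000014532) rose from 144 ± 3.73 to 298 ± 29.6 CPM, a log2 fold change of 1.04 (standard error 0.0900, adjusted p = 0.000758). H3f3b (ENSRNOG00000006532) rose from 948 ± 42.7 to 1628 ± 22.2 CPM, with a log2 fold change of 0.78 (standard error 0.0781, adjusted p = 0.00155). The level of its close paralog H3f3a did not fall (log2 fold change -0.00414). At 7 weeks the upregulated genes with the smallest adjusted p were Ifi27, RT1-A2 and AABR07044421.1. RT1-A2 (ENSRNOG00000030712) rose from 195 ± 14.2 CPM in control to 710 ± 94.0 CPM in IDPN-7wk rats, a log2 fold change of 1.87 (standard error 0.108, adjusted p = 2.6e-05). AABR07044421.1 (ENSRNOG00000061998) rose from 21.5 ± 0.129 to 82.5 ± 6.89 CPM, a log2 fold change of 1.94 (standard error 0.118, adjusted p = 2.9e-05). The RT1 genes are near-identical copies of each other, so their separate counts are uncertain. Over all settings tried, the log2 fold change of Adam11 at 3 weeks stayed between -2.31 and -2.08.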

Comparisons across experiments revealed the presence of a significant batch effect, so the raw data could not be merged for a global analysis. Therefore, GO analyses with g:Profiler were performed separately for each treated *vs.* control comparison. Afterwards, comparisons across experiments were done by comparing both the lists of DEGs and the results of the GO analysis from each experimental model. Lists of DEGs and GO terms shared or differing across experiments or groups of experiments were obtained and evaluated as detailed throughout the text.

**Fig. 2:**
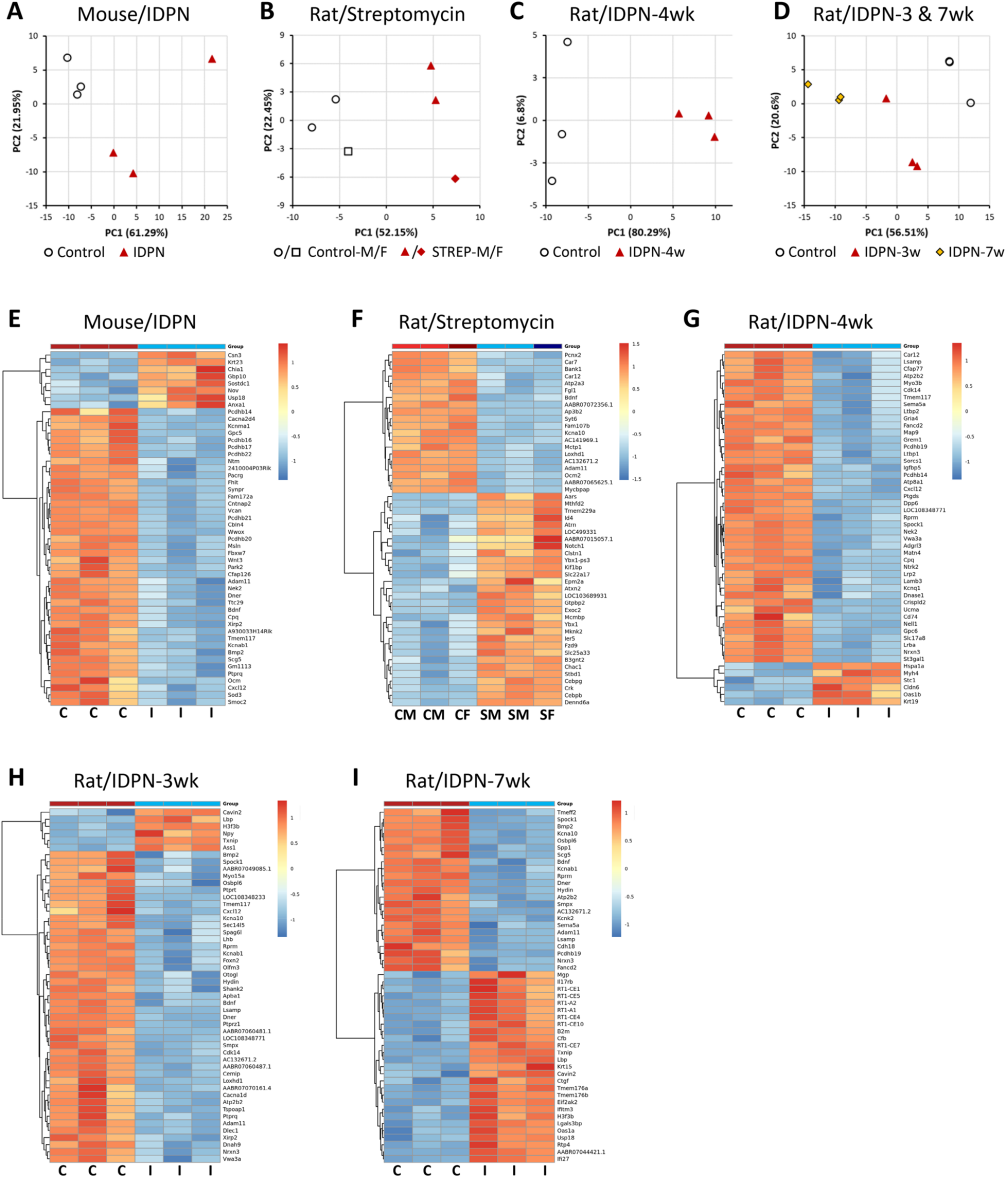
Effects of chronic ototoxicity on gene expression in vestibular sensory epithelium determined by RNA-seq analysis of control and treated rats or mice (n = 3/group). **A**–**D** Principal Component Analysis (PCA) with the 500 most variable genes in four individual experiments, mice treated with IDPN (**A**), rats treated with streptomycin (**B**), rats treated with IDPN for 4 weeks (**C**) and rats treated with IDPN for 3 or 7 weeks (**D**). Control and treated animals distributed according to PC1. The percentage figures are the percent of the total variance accounted for by the component. In the streptomycin experiment, M and F identify male and female rats, respectively. **E**–**I** Expression Heat Maps of the 50 most significantly altered genes in the five control vs treated comparisons emerging from the four experiments in **A–D**. Thus, data are shown comparing IDPN mice **E**, streptomycin rats (**F**), rats treated with IDPN for 4 weeks (**G**), 3 weeks (**H**), or 7 weeks (**I**) with control animals in the experiment. *C* control, *I* IDPN, *S* streptomycin, *M* male, *F* female

**Table 1:** Number of differentially expressed genes between control and treated animals (n = 3/group)

Species	Mouse	Rat	Rat		Rat
Ototoxic compound	IDPN	IDPN	IDPN		Streptomycin
Control vs.:	30 mM in d.w., 8 wk	20 mM in d.w., 4 wk	Same controls		500 mg/kg per·day, 6 wk
			20 mM in d.w., 3 wk	20 mM in d.w., 7 wk	
DEGs	1134	2682	1183	1885	647
Downregulated	695	1763	699	1084	280
Upregulated	439	1099	484	801	367

**Fig. 3:**
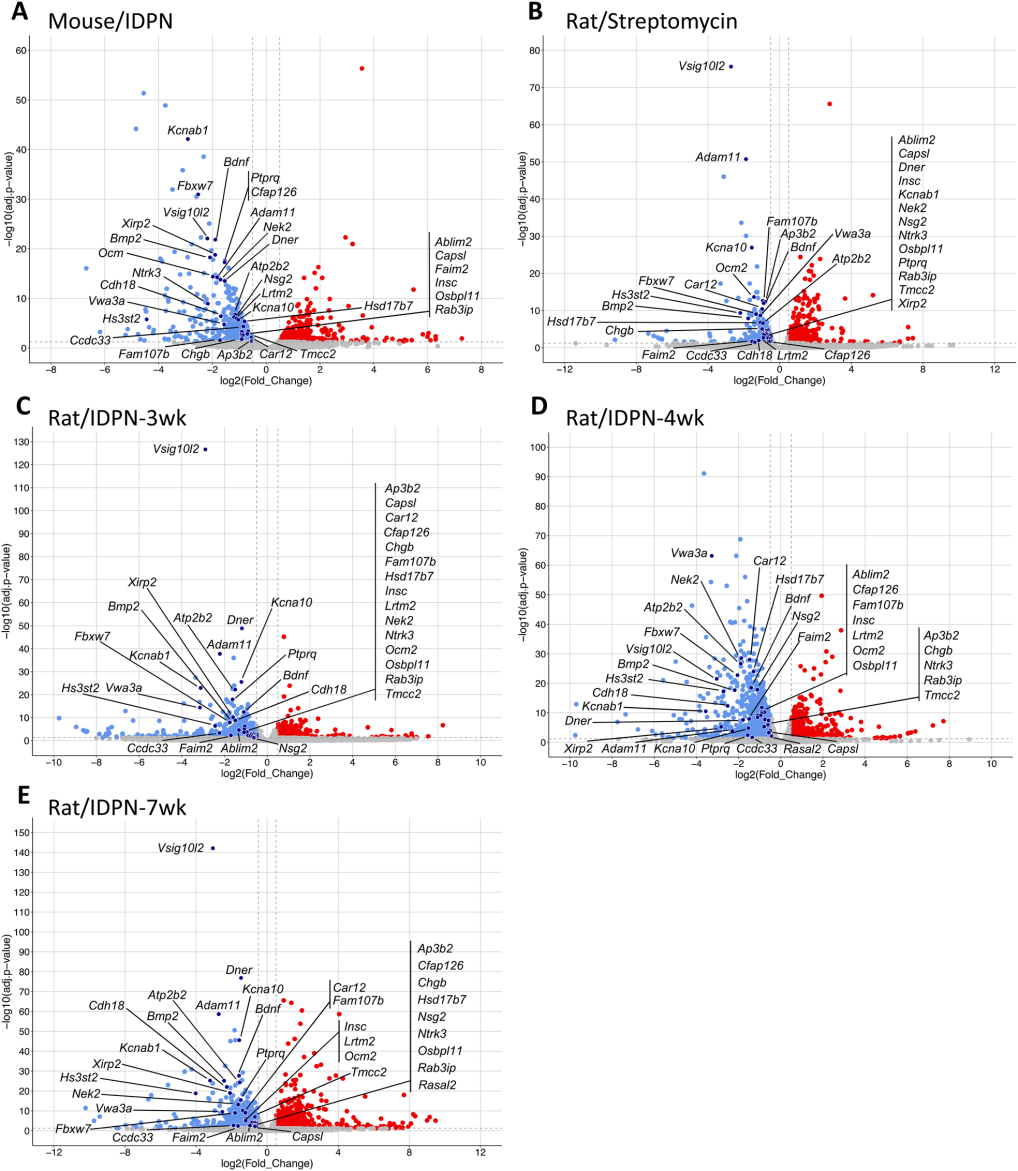
Volcano plots showing the differentially expressed genes (DEG) in control vs. treated animals according to their log(Padj) and log2-Fold_Change values. Data are shown for IDPN in mice (**A**), streptomycin in rats (**B**), and IDPN in rats for 3 weeks (**C**), 4 weeks (**D**) and 7 weeks (**E**). The control animals were the same in the rat/IDPN-3wk and rat/IDPN-7wk comparisons. The labels indicate the 34 genes found to be downregulated in all five control vs. treated comparisons. N = 3/group

### RNA-seq: downregulation responses

#### Gene downregulation responses common to all subchronic ototoxicity models

GO analyses of downregulated genes identified from 59 (in rat/IDPN-3wk) to 654 (in rat/IDPN-4wk) Biological Process (BP) terms, from 22 (in rat/STREP) to 157 (in rat/IDPN-4wk) Cell Component (CC) terms, and from 26 (in rat/IDPN-3wk) to 95 (in rat/IDPN-4wk) Molecular Function (MF) terms. To obtain a focused view on the effects of the treatments, we excluded from these lists terms with 1000 or more genes, making them too broad. The resulting lists of enriched terms are provided with their corresponding p-values in Suppl. Tables S1. Comparison of these lists across experimental conditions revealed the presence of terms common in all comparisons. Figure 4 shows the terms enriched in the five lists of downregulated genes, displayed according to the significance adjusted p-values in the control vs. streptomycin comparison. The most prominent group of BP terms identified by the analysis (Fig. 4A) was that of terms related to cell structure, development, or function of HCs. Thus, highlighted terms in all five BP lists included, among others, “sensory perception of sound” (GO:0007605) and “sensory perception of mechanical stimulus” (GO:0050954), “mechanoreceptor differentiation” (GO:0042490) and “inner ear development” (GO:0048839). In addition, we identified two other conspicuous groups of BP terms associated with the genes downregulated in all exposure conditions. 

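A panel of 29 HC genes, written down from general knowledge and including Myo7a, Otof, Tmc1, Ptprq and Espn, stood in for these terms, whose gene lists were not used here. In IDPN-3wk rats, 25 of the 29 genes were lower than in control rats, with a median log2 fold change of -0.55, and 8 were downregulated DEGs. The set as a whole was shifted down by camera, a test of a gene set against all other genes that was run with an inter-gene correlation of 0.01 (adjusted p = 4.5e-18 over 63 combinations of set and comparison). In IDPN-7wk rats all 29 genes were lower, with a median of -0.93, and 12 were downregulated DEGs (camera adjusted p = 6.1e-20). A decrease was not particular to HC genes. Marker panels of supporting cells and neurons had medians of -0.28 and -0.87 at 3 weeks (camera adjusted p = 0.000376 and 0.0227). At 7 weeks their medians were -0.47 and -0.73 (camera adjusted p = 2.8e-07 and 0.0101), and that of Schwann cells was -0.92. The blood panel rose at 3 weeks (0.46) and the macrophage panel at 7 weeks (1.22). The paper holds a loss of HCs to be likely in the IDPN-7wk samples. Camera is lenient here, since it passed a median of 27 of the 63 combinations when the 9 libraries were regrouped at random 99 times, against 47 in the real grouping, and as many as 51 in one of them. Replacing it with fry, a rotation test, left 38. As a measure that does not rest on its p, the median shift of the HC panel was therefore compared with other splits of 6 libraries into 3 and 3. No other split gave a shift as large, and the largest was 0.423 among the IDPN-3wk and control libraries and 0.351 among the IDPN-7wk and control libraries. The largest single decrease at 7 weeks among called genes of the panel was that of Myo15a, with a log2 fold change of -1.65 (edgeR adjusted p = 0.000803), after -1.85 at 3 weeks (adjusted p = 0.00158). Otof fell by 0.99 at 3 weeks (adjusted p = 0.00459) and by 1.00 at 7 weeks (adjusted p = 0.00137) on the log2 scale, and Tmc1 by 1.05 (adjusted p = 0.0125) and 1.02 (adjusted p = 0.00517).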

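Genes for voltage-gated and related ion channels were taken by symbol (Kcn, Cacn, Scn, Trp and related families), which gave 114 genes. Of these, 74 were lower in IDPN-3wk than in control rats and 74 were lower in IDPN-7wk rats, with median log2 fold changes of -0.45 and -0.36 (camera adjusted p = 0.000369 and 0.000185). The largest shift in any other split of the same libraries was 0.308 and 0.333, so the real groups exceeded it by a small margin at 7 weeks. With at least 10 counts in every library the medians were -0.045 and -0.29, and with the library set of fewer detected genes as a covariate they were -0.21 and -0.41, so the size of the shift at 3 weeks depends on the setting. At 3 weeks, 5 of the 114 genes were DEGs, Kcnab1, Kcna10, Kcnk2, Kcnh6 and Cacna1d, all lower. At 7 weeks there were 13, all lower, and they included Kcnab1, Kcna10, Kcnk2 and Cacna1d again. Cacna1d, which encodes the main calcium channel subunit of HC synapses, had a log2 fold change of -1.46 at 3 weeks (edgeR adjusted p = 0.00251) and -1.003 at 7 weeks (adjusted p = 0.00574). Kcnk2 had values of -2.60 (adjusted p = 0.0387) and -5.57 (adjusted p = 0.000743). No gene of the set was called between IDPN-7wk and IDPN-3wk rats, where 20 had an unadjusted p under 0.05.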

One was that of terms related to ion channels such as “monoatomic ion transmembrane transport” (GO:0034220). This was paralleled by a group of MF terms also identified in all five control vs. treated comparisons (Fig. 4B) that included “monoatomic cation channel activity” (GO:0005261)” and other related terms. Also enriched were several BP terms related to the synapse such as “chemical synaptic transmission” (GO:0007268), “anterograde trans-synaptic signaling”(GO:098916), “trans-synaptic signaling” (GO:0099537), and “synaptic signaling” (GO:0099536). Another prominent group of GO terms enriched among downregulated genes was that of terms related to the stereocilium. As shown in Fig. 4C, the CC terms identified in all five comparisons included among others “stereocilium bundle” (GO:0032421), “stereocilium” (GO:0032420), “cluster of actin-based cell projections” (GO:0098862), and “actin-based cell projection” (GO:0098858)”.

**Fig. 4:**
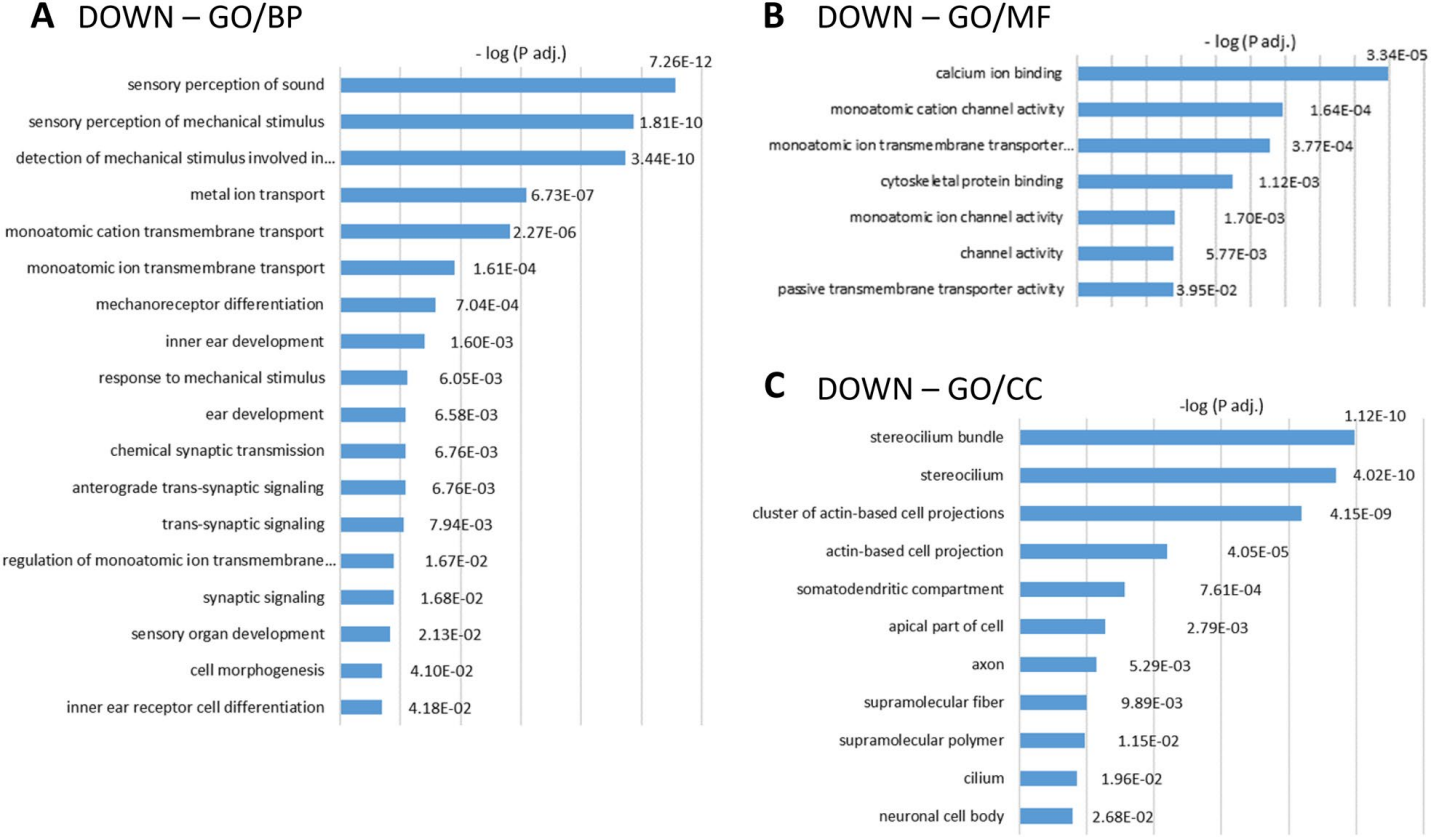
Gene ontology (GO) analyses of the lists of downregulated genes. Graphs show the lists of GO terms significantly enriched in all five control *vs*. treated comparisons: mouse/IDPN, rat/STREP, rat/IDPN-4wk, rat/IDPN-3wk, and rat/IDPN-7wk. Broad terms (> 1000 genes) were excluded. The annotated bars show the –log(Padj) values attained by the corresponding term in the comparison of control *vs*. streptomycin rats. **A** Biological process (BP). **B** Molecular function (MF). **C** Cell component (CC)

A parallel analysis of common gene downregulation response shared by all experimental conditions was performed by crossreferencing the lists of gene symbols to identify the genes present in all five lists. 

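The 34 genes of Table 2 were looked up in the IDPN-3wk, IDPN-7wk and control libraries, and all 34 were lower in both IDPN groups. Their log2 fold changes ranged from -3.16 to -0.48 at 3 weeks, with a median of -1.10, and from -4.02 to -0.61 at 7 weeks, with a median of -1.42. Over all genes tested, 21 of the 34 were downregulated DEGs at 3 weeks and 31 at 7 weeks. Adjusted over the list alone, the counts were 30 and 34, and all 34 had an unadjusted p under 0.05 at both times. The list comes from calls made on these same libraries and on others, so its presence here is not a separate test. DESeq2 called 30 of them at 3 weeks. In 99 random regroupings of the 9 libraries, at most 0 and 1 of the 34 genes were called. The other experiments behind Table 2 were not analysed here.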

As shown in the Venn diagram (Fig. 5A), 34 genes were identified as genes downregulated in all experimental models of ototoxicity studied. Among these genes, listed in Table 2, there are trophic factors and neurotrophin receptors (*Bdnf*, *Bmp2*, *Ntrk3*), as well as proteins with known roles in terminal differentiation of HCs and stereocilium morphology (*Xirp2*, *Dner*, *Ptprq*, *Cfap126*), cell adhesion (*Cdh18*, *Adam11*), vesicular secretion (*Chgb*), stereocilium calcium pumping (*Atp2b2*) and potassium permeation (*Kcnab1*, *Kcna10*). 

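Bdnf (ENSRNOG00000047466) fell from 118 ± 5.90 CPM in control rats to 55.0 ± 5.27 in IDPN-3wk and 39.5 ± 5.26 in IDPN-7wk rats (SD, n = 3), with log2 fold changes of -1.11 (standard error 0.129, edgeR adjusted p = 0.00297) and -1.58 (standard error 0.130, adjusted p = 0.000150). Bmp2 (ENSRNOG00000021276) fell from 43.1 ± 5.50 to 14.2 ± 3.62 and 8.01 ± 0.584 CPM (log2 fold changes of -1.60 and -2.43, adjusted p = 0.00612 and 0.000221). The decrease of Ntrk3 (ENSRNOG00000018674) was -0.75 at 3 weeks, where it did not pass the threshold (adjusted p = 0.0596), and -0.72 at 7 weeks, where it did (adjusted p = 0.0347). Xirp2 (ENSRNOG00000034258) had log2 fold changes of -1.62 and -2.09 (adjusted p = 0.00467 and 0.000428), and Ptprq (ENSRNOG00000056915) of -1.63 and -1.49 (adjusted p = 0.00140 and 0.000611). For Cfap126 (ENSRNOG00000034221) the values were -0.64, not past the threshold (adjusted p = 0.0596), and -0.71 (adjusted p = 0.0176). Cdh18 (ENSRNOG00000010535) was reduced from 21.1 ± 3.57 CPM to 7.46 ± 0.851 and 4.37 ± 0.460 CPM (adjusted p = 0.0111 and 0.000430). Chgb (ENSRNOG00000021269) was not called at 3 weeks (log2 fold change -0.49, adjusted p = 0.0995) and was called at 7 weeks (-0.66, adjusted p = 0.0155). Kcnab1 (ENSRNOG00000056697) fell from 116 ± 6.66 CPM to 13.3 ± 4.24 and 12.5 ± 4.73 CPM (log2 fold changes of -3.12 and -3.21, adjusted p = 0.00132 and 0.000296). Within the libraries with fewer detected genes, the differences of Bdnf, Bmp2 and Kcnab1 between IDPN-3wk and control rats were -1.04, -1.69 and -3.08, and within the other libraries -1.06, -1.39 and -2.66.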

Figure 5B shows the expression heat maps of these 34 genes in the 5 control vs. treated comparisons. GO analysis of this list of 34 DEGs identified “mechanoreceptor differentiation” (GO:0042490) and “inner ear development” (GO:0048839) as the only two significantly enriched BP terms (Padj = 4.41E-03 and Padj = 6.98E-03, respectively). As shown in Table 2 and discussed below, this results from the fact that 29 of these 34 genes have been previously identified to be selectively expressed by HCs within the rodent or human vestibular sensory epithelium. Thus, the data revealed the downregulation of genes that play an important role in mature HC function and terminal differentiation.

**Fig. 5:**
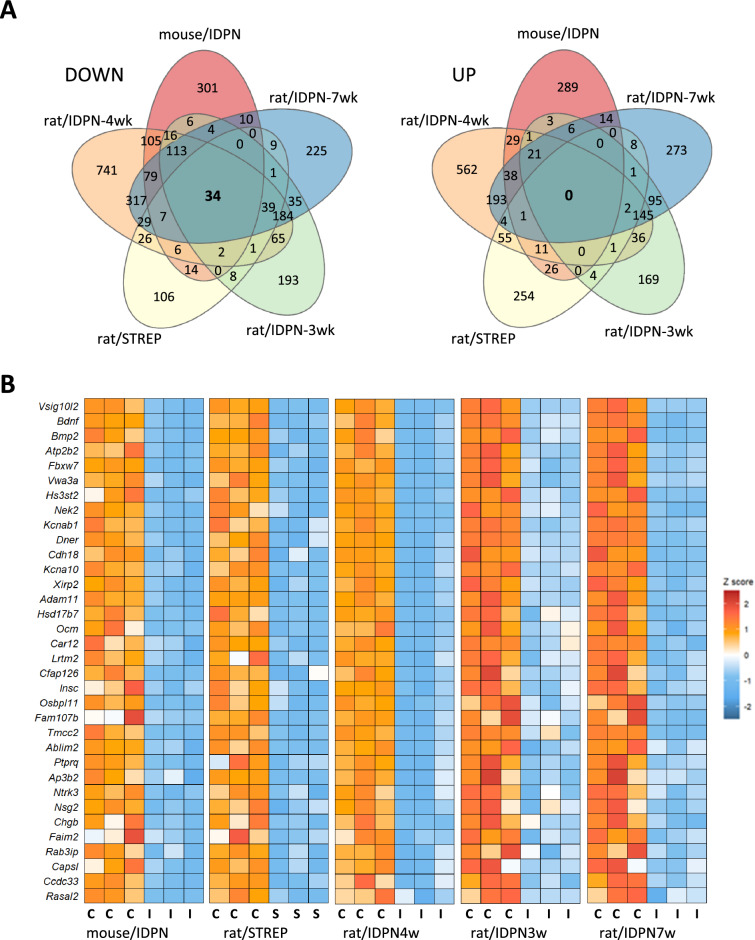
**A** Venn diagrams of downregulated and upregulated genes in the five control vs. treated comparisons in the study: mouse/IDPN, rat/STREP, rat/IDPN-4wk, rat/IDPN-3wk, and rat/IDPN-7wk. Comparison of DEGs lists from each control vs treated comparison identified 34 genes downregulated in rats exposed to streptomycin that were also downregulated in mice and rats exposed to IDPN at any stage of exposure. In contrast, no common gene was identified to be upregulated in all five comparisons. **B** Heat maps of the expression of the 34 genes downregulated in all comparisons

**Table 2:** Genes down-regulated in all models

Gene symbol	Name	HC vs SC selectivity
*Ablim2*	Actin binding LIM protein family, member 2	Yes
*Adam11*	ADAM metallopeptidase domain 11	Yes
*Ap3b2*	Adaptor related protein complex 3 subunit beta 2	Yes
*Atp2b2*	ATPase plasma membrane Ca2 + transporting	Yes
*Bdnf*	Brain-derived neurotrophic factor	Yes
*Bmp2*	Bone morphogenetic protein 2	Yes
*Capsl*	Calcyphosine-like	Yes
*Car12*	Carbonic anhydrase 12	Yes
*Ccdc33*	Coiled-coil domain containing 33	Yes
*Cdh18*	Cadherin 18	Yes
*Cfap126*	Cilia and flagella associated protein 126	–
*Chgb*	Chromogranin B	Yes
*Dner*	Delta/notch-like EGF repeat containing	Yes
*Faim2*	Protein lifeguard 2-like	Yes
*Fam107b*	Family with sequence similarity 107, member B	–
*Fbxw7*	F-box and WD repeat domain containing 7	Yes
*Hs3st2*	Heparan sulfate-glucosamine 3-sulfotransferase 2	Yes
*Hsd17b7*	Hydroxysteroid (17-beta) dehydrogenase 7	Yes
*Insc*	INSC, spindle orientation adaptor protein	Yes
*Kcna10*	Potassium voltage-gated channel subfamily A member 10	Yes
*Kcnab1*	Potassium voltage-gated channel subfamily A member regulatory beta subunit 1	Yes
*Lrtm2*	Leucine-rich repeats and transmembrane domains 2	Yes
*Nek2*	NIMA-related kinase 2	Yes
*Nsg2*	Neuronal vesicle trafficking associated 2	Yes
*Ntrk3*	Neurotrophic receptor tyrosine kinase 3	–
*Ocm/Ocm2*	Oncomodulin	Yes
*Osbpl11*	Oxysterol binding protein-like 11	–
*Ptprq*	Protein tyrosine phosphatase, receptor type, Q	Yes
*Rab3ip*	RAB3A interacting protein	Yes
*Rasal2*	RAS protein activator like 2	–
*Tmcc2*	Transmembrane and coiled-coil domain family 2	Yes
*Vsig10l2*	V-Set and immunoglobulin domain containing 10 like 2	Yes
*Vwa3a*	von Willebrand factor A domain containing 3A	Yes
*Xirp2*	Xin actin-binding repeat containing 2	Yes

Yes: Gene selectively expressed in HC versus supporting cells, according to literature data [4, 47, 49, 65, 67]

For additional identification of genes downregulated both after IDPN or streptomycin exposure, we compared the gene lists of the rat/STREP and rat/IDPN-4 wk experiments. The 4-week time point of exposure to IDPN was selected for this additional comparison with the streptomycin data because it likely corresponded to a more similar level of toxicity than that of IDPN rats examined after shorter (3 weeks) or longer (7 weeks) times of exposure. In addition to the 34 genes listed in Table 2, 108 additional genes were identified, resulting in a total of 142 genes similarly downregulated in the vestibular epithelium of streptomycin and IDPN rats (Fig. 6A). In this extended list, several additional genes that encode important HC proteins were recognized. Thus, the list contains genes for the motor protein *Myo7a*, the calcium binding protein *Pvalb*, the tyrosine phosphatase *Ptprz1* and a component of the mechanotransduction complex *Lhfpl5*, all of which are known to play a prominent role in the physiology of HCs. Consequently, the GO analysis of this list identified “sensory perception of sound” (GO:0007605), with Padj = 5.56E-07, and “stereocilium bundle” (GO:0032421), with Padj = 2.34E-05, as the BP and CC terms most significantly enriched, respectively (Fig. 6B). An enrichment value of 1.0 in the MF term “calcium-dependent ATPase activity” (GO:0030899) revealed the decreased expression of both the *Atp2b2* and *Atp2b3* genes, which encode the PMCA and SERCA2 proteins.

**Fig. 6:**
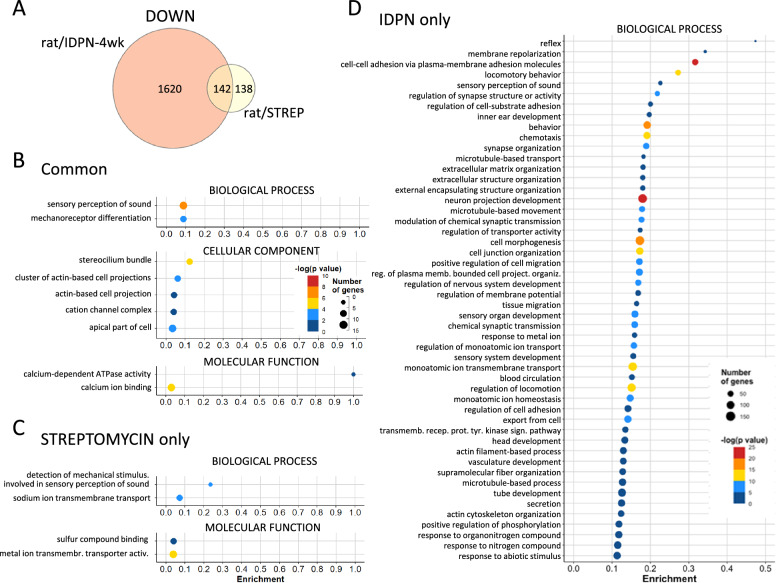
Common and unique downregulation responses in the rat/STREP and rat/IDPN-4wk groups. **A** Venn diagram showing the numbers of downregulated genes in one, the other, or both experiments. **B**, **C**, **D** Results of GO analysis of the three lists of genes downregulated after either treatment (**B**), after streptomycin only (**C**), or after IDPN only (**D**). In all three cases, the original list was reduced by REVIGO analysis of redundancy and elimination of broad terms (> 1000 genes). All terms identified after reduction are shown in (**B**) and (**C**); only BP terms are shown in (**D**)

For an alternative approach to identify common downregulation responses elicited by subchronic ototoxicity exposure, we performed the threshold-free GSEAS to identify gene sets enriched in control animals. In each experimental condition, only one or two gene sets were enriched in control compared to treated samples at FDR < 0.25, and none of them were common across models (data not shown). Therefore, no hallmark gene set was downregulated in all subchronic ototoxicity models.

Together, these comparisons lead to the conclusion that enduring ototoxic stress induces a decrease in the expression of HC-specific genes. An apparent decrease in expression could result from a reduced number of HCs present in the sequenced samples. However, as predicted from the previous assessment of the exposure models under study [13, 36, 52], the data in Fig. 1 E–G indicate that only a limited loss of HCs affected most of the sequenced samples. So the observed large decreases in RNA counts resulted from the downregulation of gene expression, as outlined above. This conclusion was corroborated by the validation data shown below. 

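Between 3 and 7 weeks of IDPN, 143 genes were downregulated DEGs at both times and none was called in opposite directions. Their median log2 fold change was -1.26 at 3 weeks and -1.41 at 7 weeks. The decrease was larger at 7 weeks in 88 of the 143 genes, and 4 of them were called in the direct comparison of IDPN-7wk with IDPN-3wk rats. A further 45 genes were downregulated DEGs at 3 weeks and not at 7 weeks. The overlap is raised by the control rats that both comparisons share. Among 99 random regroupings of the 9 libraries, which share a group in the same way, the median was 0 genes and the largest overlap 83. With DESeq2 the overlap was 317 genes, of which 142 were among the 143.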

The observed downregulation response is shared by exposure to IDPN and streptomycin, occurs in both rats and mice, and begins in the early stages of chronic ototoxicity in association with the initial loss of vestibular function. We also concluded (see below) that this response widens as ototoxic stress progresses at longer times of exposure.

#### Compound-specific gene downregulation responses in vestibular epithelia after subchronic ototoxicity

In addition to identifying genes that respond similarly in all exposure models, we used the data to identify genes that responded differently with one or the other toxic compound. Using the rat/STREP and rat/IDPN-4wk datasets, we identified the genes downregulated in streptomycin rats but not in IDPN rats, and those downregulated by IDPN but not streptomycin (Fig. 6A). The 138 rat/STREP-only genes did not reveal any prominent differential response; they were mostly genes that were not significantly downregulated in the rat/IDPN-4wk samples but they were related to GO terms that were also downregulated by IDPN exposure, such as “sodium ion transmembrane transport” (GO:0035725) (Fig. 6C). The analysis of the 1620 genes unique to the rat/IDPN-4wk downregulation response identified many GO terms also identified in the rat/STREP experiment, such as “sensory perception of sound” (GO: 0007605), as explained above. However, other terms were apparently exclusive to the IDPN effect. A particularly consistent difference was that of terms related to cell adhesion, such as “cell–cell adhesion via plasma-membrane adhesion molecules” (GO:0098742), as many cadherins, protocadherins, CAMs and other adhesion factors were downregulated in the rat/IDPN-4wk but not in the rat/STREP samples (Fig. 6D). The effect of IDPN toxicity on cell adhesion was also present in the other IDPN experiments, and robust significance of many related terms, including “cell–cell adhesion via plasma-membrane adhesion molecules”, was present in mouse/IDPN, rat/IDPN-3wk and rat/IDPN-7wk versus control comparisons.

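Cadherin and protocadherin genes, taken by symbol, were used for cell adhesion in the IDPN-3wk and IDPN-7wk rats. Of 57 such genes, 46 were lower than in control rats at 3 weeks and 49 at 7 weeks, with median log2 fold changes of -1.004 and -1.08 (camera adjusted p = 5.1e-11 and 2.0e-08). No other split of the 6 libraries shifted the set by more than 0.351 or 0.360. With at least 10 counts in every library the medians were -0.41 and -0.44. At 3 weeks 7 genes were downregulated DEGs (Cdh18, Cdh19, Pcdh20, Pcdhb5, Pcdhb10, Pcdhb19 and Pcdhb20). At 7 weeks 10 genes were, among them Cdh18, Cdh19, Cdh23 and 6 genes of the protocadherin beta cluster, and Cdh5 was the only upregulated DEG (log2 fold change 0.67, edgeR adjusted p = 0.0494). Cdh19 had log2 fold changes of -1.28 (adjusted p = 0.0350) and -1.71 (adjusted p = 0.00387). Genes of the protocadherin clusters resemble each other closely, so the division of reads among them is uncertain. The set as a whole did not differ between IDPN-7wk and IDPN-3wk rats (median log2 fold change -0.03, camera adjusted p = 0.935), and the sign of this value changed with the setting. In this comparison 1 gene was called, as lower at 7 weeks. An unadjusted p under 0.05 was reached by 12 genes, 6 lower and 6 higher.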

#### Downregulation responses in the late stages of subchronic ototoxicity

In the advanced stages of subchronic IDPN toxicity, HCs alter their morphology and start to extrude from the sensory epithelium into the endolymphatic cavity. Abnormal and extruding HCs accumulate in the epithelium, indicating that the process is characterized by considerable synchrony and slow progression [52–54]. In contrast, our previous data [36] suggest that this form of HC death may operate in streptomycin rats, but do so in a much more non-synchronic and fast-peaced manner, meaning partly extruded cells do not accumulate in the epithelium. To evaluate whether late staged damage (i.e. extruding or pre-extruding) to sensory HCs present a downregulated response different from that at an earlier stage, we focused on the genes downregulated in rat/IDPN-7wk specimens but not in rat/IDPN-3wk or rat/STREP specimens. 

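In the comparisons with the shared controls, 342 genes were downregulated DEGs in IDPN-7wk rats and not in IDPN-3wk rats. Streptomycin rats were not analysed here and removed no gene from this list. Of the 342 genes, 325 were lower than in control rats at 3 weeks too. Their median log2 fold change was -0.51 at 3 weeks and -1.004 at 7 weeks. A gene past the threshold at 7 weeks alone is not thereby shown to differ between the times, and 15 of the 342 genes were called lower in the direct comparison of IDPN-7wk with IDPN-3wk rats. With only the libraries of the compared groups in each fit it held 680 genes, and without IDPN-7wk replicate 3 it held 155.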

The list included 631 genes (Fig. 7A) that, according to GO analysis, were associated with 95 BP terms. These terms showed a significant overlap with terms associated with genes that were similarly downregulated in all 5 models. For example, several terms related to HCs, grouped by REVIGO under the term “inner ear development” (GO:0048839), were significantly altered (Fig. 7B). Therefore, more HC-specific genes were downregulated at later time points in IDPN ototoxicity than at earlier stages. Among them, there were genes such as *Atoh1* and *Pou4f3*, key transcription factors in HC differentiation, or *Cdh23* and *Ush1c*, which encode the tip-link proteins cadherin-23 and harmonin, respectively. Similarly, the cluster of enriched terms under the term “synapse organization” (GO:0050808) matched the terms enriched in all five comparisons. Therefore, these observations further support the conclusion stated above that the downregulation response shared by all ototoxicity models widens after longer times of exposure. In addition, other terms derived from the list of genes downregulated after 7 but not 3 weeks of exposure to IDPN overlapped with those shared by all IDPN models, such as terms related to cell adhesion, indicating that additional genes of the same domain significantly reduced expression in later stages of toxicity. Nevertheless, at least one cluster of BP terms enriched in the list of genes downregulated in rat/IDPN-7wk samples but not in rat/IDPN-3wk or rat/STREP samples represented a unique addition of late IDPN toxicity. 

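Pou4f3 (ENSRNOG00000018842) fell from 152 ± 16.9 CPM in control rats to 119 ± 9.86 CPM in IDPN-3wk and 98.4 ± 14.8 CPM in IDPN-7wk rats (SD, n = 3). Its log2 fold change was -0.35 at 3 weeks (standard error 0.132, edgeR adjusted p = 0.232) and -0.62 at 7 weeks (standard error 0.132, adjusted p = 0.0209, 0.000432 to 0.0863 over the alternatives). Cdh23 (ENSRNOG00000033087) fell from 29.4 ± 7.87 CPM to 21.2 ± 7.93 and 12.0 ± 1.98 CPM, with log2 fold changes of -0.47 (standard error 0.309, adjusted p = 0.502) and -1.29 (standard error 0.314, adjusted p = 0.0384, 0.00147 to 0.145 over the alternatives). Atoh1 (ENSRNOG00000006383) was lower in every IDPN-7wk rat than in every control rat, at 4.21 ± 0.687 against 8.03 ± 1.22 CPM, but did not pass the threshold (log2 fold change -0.93, standard error 0.295, adjusted p = 0.104). Its change at 3 weeks was -0.77 (adjusted p = 0.239). Ush1c (ENSRNOG00000021149) fell from 1157 ± 37.5 to 790 ± 135 CPM at 7 weeks, a log2 fold change of -0.55 (standard error 0.121, adjusted p = 0.0245) that is below a 1.5-fold change, and its level at 3 weeks was 1055 ± 77.8 CPM (adjusted p = 0.653). None of these 4 genes differed between IDPN-7wk and IDPN-3wk rats at an adjusted p under 0.05 with edgeR, and the smallest value was 0.184, for Ush1c (0.0388 to 0.652 over the alternatives, the former with DESeq2). Within the libraries with more detected genes, Cdh23 differed by -0.95 at 3 weeks and by -0.97 at 7 weeks.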

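Compared directly, IDPN-7wk and IDPN-3wk rats differed in 75 genes, of which 21 were lower and 54 higher at 7 weeks, and 2140 genes had an unadjusted p under 0.05. The HC panel as a whole differed little, with a median log2 fold change of -0.13 (camera adjusted p = 0.0296). A shift of that size was reached in 2 of the 10 splits of these 6 libraries. None of its genes was called, and 6 had an unadjusted p under 0.05. For the 34 genes of Table 2, 27 were lower at 7 weeks, with a median of -0.16 (camera adjusted p = 0.000103). Another split of these libraries shifted this set nearly as much (0.169 against 0.171). None passed over all genes, 3 passed over the list alone, and 11 had an unadjusted p under 0.05. All IDPN-7wk libraries have many detected genes while IDPN-3wk replicates 2 and 3 have few, and with this library set as a covariate 37 genes were called in the direct comparison, of which 33 were among the 75. From the HC terms and genes in the list of the later stage that were absent from the earlier one, the paper concludes that the downregulation common to the ototoxicity models widens as exposure continues.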

REVIGO selected the term “ATP synthesis coupled electron transport” (GO:0042773) to represent this cluster. 

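The nuclear genes for respiratory chain subunits, taken by symbol, numbered 82 and did not move as a set at 7 weeks (median log2 fold change -0.01, camera adjusted p = 0.891, 43 genes lower and 39 higher). None of them was a DEG, and 5 had an unadjusted p under 0.05. Ndufs4 (ENSRNOG00000011383) was at 188 ± 11.7 CPM in control, 172.7 ± 8.53 CPM in IDPN-3wk and 151 ± 5.84 CPM in IDPN-7wk rats (SD, n = 3). Its log2 fold change at 7 weeks was -0.31 (standard error 0.0861, edgeR adjusted p = 0.0662). All 13 protein genes of the mitochondrial genome were lower at 7 weeks, with log2 fold changes from -0.88 to -0.48 and a median of -0.60 (camera adjusted p = 4.8e-15), and 7 of them were downregulated DEGs. Mt-Nd4 (ENSRNOG00000029707) fell from 4475 ± 407 to 2694 ± 450 CPM, a log2 fold change of -0.73 (standard error 0.121, adjusted p = 0.00651).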

The downregulated genes associated with this term were nuclear (e.g.: *Ndufs4*) and mitochondrially-encoded (e.g.: *mt-Nd4*). So, a qualitative difference between late (rat/IDPN-7wk) and early (rat/IDPN-3wk or rat/STREP) ototoxicity appears to be downregulation of genes involved in mitochondrial respiration.

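At 3 weeks the 13 mitochondrially encoded protein genes had a median log2 fold change of -0.10 (camera adjusted p = 0.123), and 3 of the 10 splits of the IDPN-3wk and control libraries gave a shift as large. None was a DEG at 3 weeks, and 2 had an unadjusted p under 0.05. Between IDPN-7wk and IDPN-3wk rats all 13 were lower at 7 weeks, with a median of -0.51 (camera adjusted p = 8.8e-17), and Mt-co3 (-0.73, edgeR adjusted p = 0.0118) and Mt-nd5 (-0.77, adjusted p = 0.0310) were called. The whole mitochondrial genome gave 9.92 ± 0.554% of all counts in control rats, 10.2 ± 0.918% in IDPN-3wk rats and 6.57 ± 0.850% in IDPN-7wk rats (SD, n = 3). The share of its ribosomal RNA fell as well, from 4.94 ± 0.650% in control rats to 3.13 ± 0.307% in IDPN-7wk rats. Because these counts are shares of a library, a lower share can also arise from more RNA of other genes or from another mix of cells.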

**Fig. 7:**
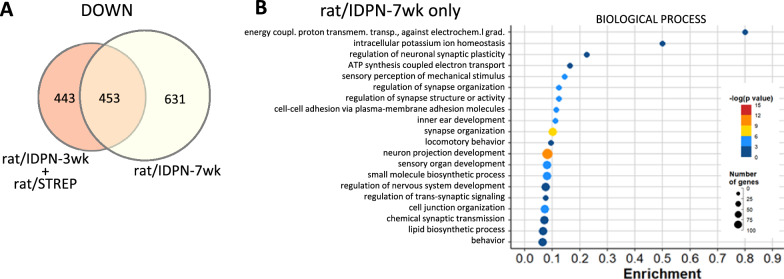
Comparison of downregulation responses in the most affected (rat/IDPN-7wk) *vs.* the least affected (rat/IDPN-3wk + rat/STREP groups). **A** Venn diagram showing the numbers of downregulated genes in one, the other, or both groups of experimental conditions. **B** Results of the GO analysis of the 631 genes downregulated in IDPN-7wk rats but not in IDPN/3-wk or STREP rats. Only the BP terms are shown, after reduction of the original list by REVIGO analysis and elimination of broad terms (> 1000 genes)

### RNA-seq: upregulation responses

#### Common gene upregulation responses in all subchronic ototoxicity exposure models

GO analyses of upregulated genes identified from 61 (in rat/IDPN-3wk) to 457 (in rat/IDPN-7wk) BP terms, from 11 (in rat/STREP) to 59 (in rat/IDPN-7wk) CC terms, and from 4 (in rat/IDPN-3wk) to 51 (in rat/IDPN-4wk) MF terms that were significantly enriched (Suppl. Tables S1). Comparison of these lists of terms across the 5 experimental evaluations identified only four broad CC or MF terms in common (GO:0005737, “cytoplasm”; GO:0005829, “cytosol”; GO:0003824, “catalytic activity”; GO:0005515, “protein binding”). Among BPs, 23 terms were significantly enriched after all ototoxic treatments. This list of terms, shown in Fig. 8 according to the p-adj values in the streptomycin experiment, was only moderately informative, as all of these terms were broad, including more than 1000 genes. Nevertheless, several of them were related to stress responses and responses to chemicals. Comparison of the original lists of upregulated genes did not identify any gene that was more expressed than in controls in all 5 comparisons (Fig. 5A). However, if the mildest toxicity condition (rat/IDPN-3wk) was excluded, a single gene was found to be upregulated in the other 4 conditions and this gene was *Atf3*. 

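Atf3 (ENSRNOG00000003745) was at 5.47 ± 1.41 CPM in control rats, 5.30 ± 0.908 CPM in IDPN-3wk rats and 13.4 ± 2.70 CPM in IDPN-7wk rats (SD, n = 3). Its log2 fold change was -0.05 at 3 weeks (standard error 0.291, edgeR adjusted p = 0.967), a value whose sign changed when single rats were left out. At 7 weeks it was 1.29 (standard error 0.294, adjusted p = 0.0290, 0.000346 to 0.145 over the alternatives), and each IDPN-7wk rat was above each control. The difference between IDPN-7wk and IDPN-3wk rats was 1.34 (standard error 0.294), which did not pass after adjustment (adjusted p = 0.0922, 0.000772 to 0.374 over the alternatives, the former with DESeq2).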

For a broader view of the upregulation responses shared by IDPN and streptomycin, we compared the DEG lists from the rat/IDPN-4wk and rat/STREP experiments and obtained a list of 74 common upregulated genes (Fig. 9A). GO analysis of this list (Fig. 9B) identified “positive regulation of transcription from RNA polymerase II promoter in response to stress” (GO:0036003) as the most significantly associated BP term, because of the presence of *Atf3*, *Atf4*, *Cebpb* and *Notch1* in the list. The list also contained five additional genes that encode components of the RNA polymerase II transcription regulatory complex (*Esf4*, *E2f6*, *Vdr*, *Taf5l*, *LOC103689931*). These results suggest that chronic ototoxic stress caused by various types of toxic compounds (IDPN and streptomycin) can trigger, in the vestibular epithelium of both rats and mice, a common stress response involving ATF3, ATF4, and Cebpb. However, this transcriptional response seems to start later than the downregulation of HC-marker genes identified above during progressive toxicity.

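Among other genes of the stress response, Atf4 and Cebpb were examined. Atf4 gave no such difference in these rats, and the spread of Cebpb was too wide to decide. Atf4 (ENSRNOG00000017801) was at 169 ± 31.7 CPM in control, 168 ± 25.5 CPM in IDPN-3wk and 180 ± 36.0 CPM in IDPN-7wk rats (SD, n = 3), with log2 fold changes of -0.01 (edgeR adjusted p = 0.987) and 0.09 (adjusted p = 0.852). Cebpb (ENSRNOG00000057347) had few counts and a wide spread at 3 weeks, where the 3 rats were at 0.154, 3.06 and 8.48 CPM against 1.10 ± 0.228 CPM in control rats. Its log2 fold change of 1.83 there (standard error 1.10, adjusted p = 0.457) changed sign to -0.07 with the set of libraries with fewer detected genes as a covariate. At 7 weeks its log2 fold change was 0.18 (standard error 1.07, adjusted p = 0.961).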

**Fig. 8:**
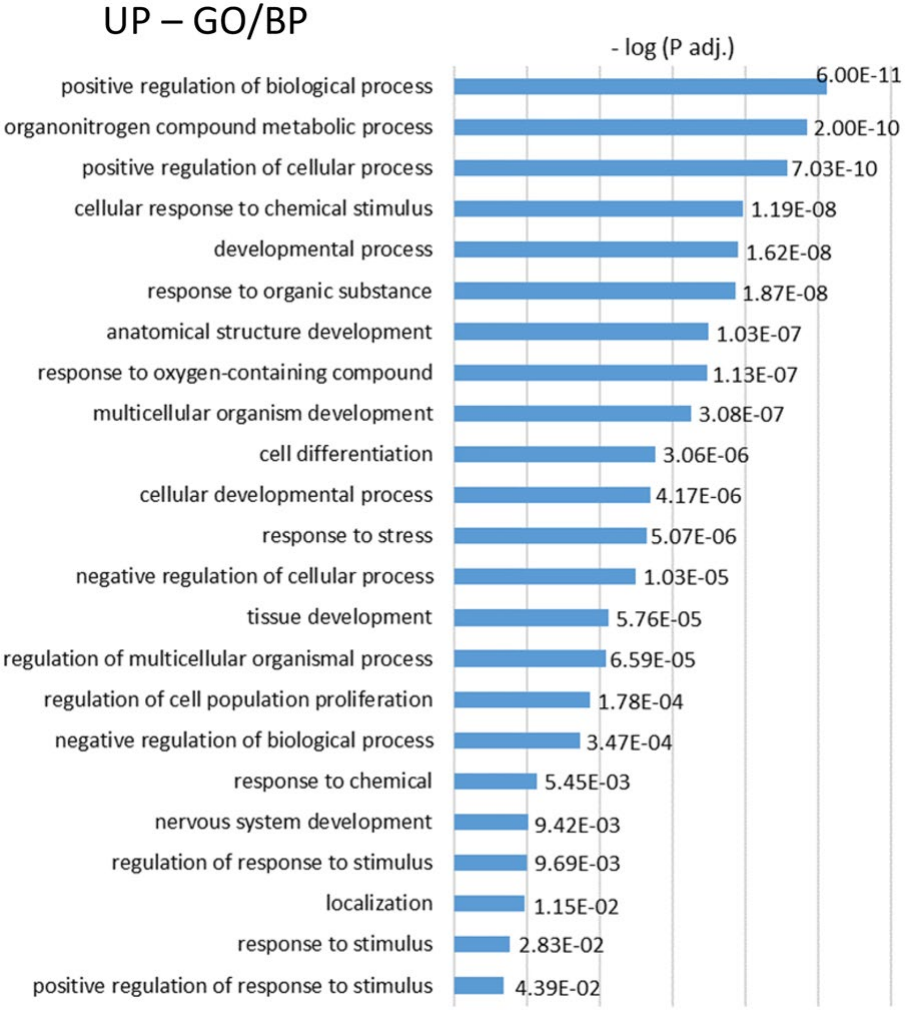
Gene ontology (GO) analyses of the lists of upregulated genes. The graph shows the list of BP terms significantly enriched in all five control *vs*. treated comparisons: mouse/IDPN, rat/STREP, rat/IDPN-4wk, rat/IDPN-3wk and rat/IDPN-7wk. All terms were broad (> 1000 genes). The annotated bars show the –log(Padj) values attained by the corresponding term in the comparison of control *vs.* streptomycin rats

**Fig. 9:**
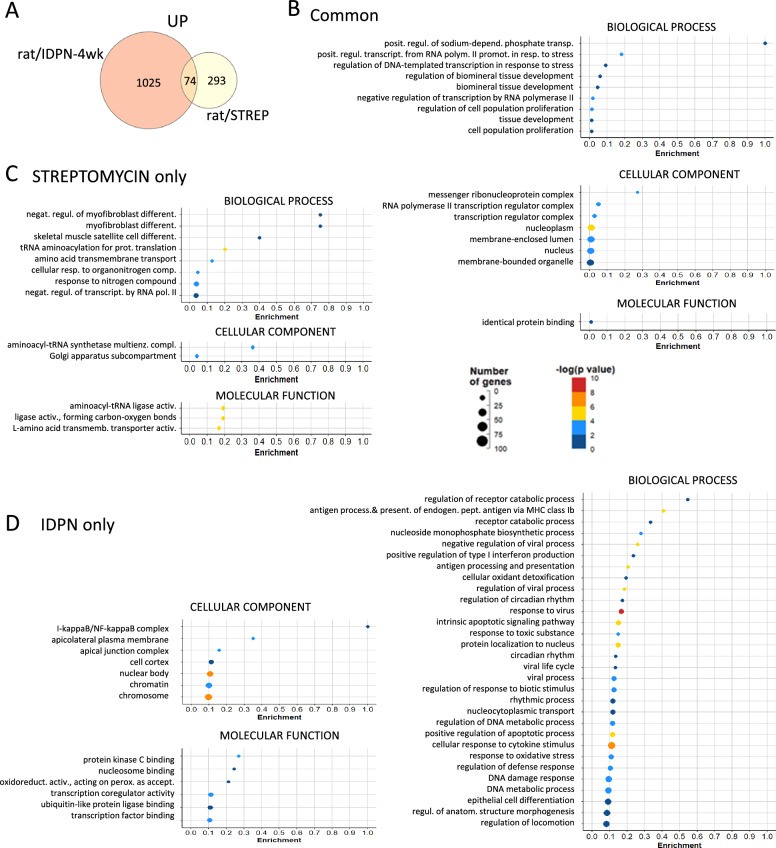
Common and unique upregulation responses in the rat/STREPTO and rat/IDPN-4wk groups. **A** Venn diagram showing the numbers of genes upregulated in one, the other, or both experiments. **B**, **C**, **D** Results of GO analysis of the three lists of genes upregulated after either treatment (**B**), only after streptomycin (**C**), or only after IDPN (**D**). In all three cases, the original list was reduced by REVIGO analysis of redundancy and elimination of broad terms (> 1000 genes)

By GSEAS, there was a clear difference between IDPN-upregulated gene sets and streptomycin-upregulated gene sets, with no overlap at FDR < 0.05 (Table 3). However, streptomycin samples showed marginal enrichment in the gene sets of the p53 pathway (FDR = 0.055) and MYC_Targets_V1 (FDR = 0.060), and these were significantly enriched in the IDPN groups except for the IDPN/3wk group.

**Table 3:** Hallmark gene sets identified by GSEA as significantly enriched (FDP q-value < 0.05) in treated vs control samples in the five comparisons in the study

Comparison	Mouse/IDPN	Rat/IDPN-4wk	Rat/IDPN-3wk	Rat/IDPN-7wk	Rat/STREP
			(same controls)		
Control vs.:	30 mM in d.w., 8 wk	20 mM in d.w., 4 wk	20 mM in d.w., 3 wk	20 mM in d.w., 7 wk	500 mg/kg per·day, 6 wk
1st significant gene set (FDR q-value)	Interferon-alpha response (0.000)	Interferon-alpha response (0.000)	MYC _Targets_V1 (0.000)	MYC_Targets_V1 (0.000)	Unfolded protein response (0.000)
2	Interferon-gamma response (0.000)	Interferon-gamma response (0.000)	Interferon-alpha response (0.000)	Interferon-alpha response (0.004)	WNT_beta_catenin signaling( 0.048)
3	TNFa signalling via NFkB (0.000)	IL6_JAK_Stat3_signaling (0.001)	IL6_JAK_Stat3 signaling (0.010)	IL6_JAK_Stat3 signaling (0.012)	TNFa signalling via NFkB (0.051)
4	Inflammatory response (0.002)	E2F Targets (0.001)	Apical surface (0.020)	E2F Targets (0.014)	p53 Pathway (0.055)
5	IL6_JAK_Stat3 signaling (0.003)	MYC_Targets_V1 (0.000)	E2F Targets (0.016)	UV_response_up (0.015)	MYC _Targets_V1 (0.060)
6	Allograft rejection (0.007)	MYC_Targets_V2 (0.000)	UV_response_up (0.019)	Apical surface (0.016)	
7	TGF-beta signaling (0.010)	TNFa signalling via NFkB (0.001)	Interferon-gamma response (0.026)	Interferon-gamma response (0.023)	
8	PI3K_Akt_mTOR signaling (0.015)	G2M Checkpoint (0.002)	Apoptosis (0.025)	Apoptosis (0.026)	
9	G2M Checkpoint (0.049)	Apoptosis (0.004)	DNA_Repair (0.027)	p53 Pathway (0.024)	
10		p53 Pathway (0.008)	MYC_Targets_V2 (0.025)	Allograft rejection (0.023)	
11		UV_response_up (0.009)	p53 Pathway (0.023)	MYC_Targets_V2 (0.021)	
12		Allograft rejection (0.024)	Allograft rejection (0.025)	DNA_Repair (0.025)	
13		Hypoxia (0.036)	Xenobiotic metabolism (0.026)	Xenobiotic metabolism (0.025)	
14			Hypoxia 0.032	Reactive_oxigen_species pathway (0.032)	
15			Reactive_oxigen_species pathway (0.033)	Hypoxia (0.032)	
16			WNT_beta_catenin signaling (0.043)	Coagulation (0.043)	
17			Coagulation (0.043)		

#### Compound-specific gene upregulation responses in vestibular epithelia after subchronic ototoxicity

As previously done for downregulation responses, we compared the list of rat/STREP and rat/IDPN-4wk genes to identify upregulation responses that may be unique to streptomycin and IDPN toxicities. Thus, we identified a list of 293 genes that were upregulated after streptomycin but not after 4 weeks of IDPN in rats (Fig. 9A). GO analysis of this list followed by REVIGO reduction and exclusion of broad terms (term_size > 1000) resulted in a list of 8 BP, 2 CC and 3 MF terms (Fig. 9C). This list included “tRNA aminoacylation for protein translation” (GO:0006418) as the most significantly enriched BP term along with the CC term “aminoacyl-tRNA synthetase multienzyme complex” (GO:0017101), and the MF term “aminoacyl-tRNA ligase activity” (GO:0004812). We noticed significant upregulation of 9 genes that encode tRNA aminoacylation proteins such as *Yars1* and *Lars1*. Other significant terms were “amino acid transmembrane transport” (BP, GO:0003333) and similar terms, due to the presence of several amino acid transporters of the Slc family, such as the high affinity cationic amino acid transporter, *Slc7a1*, and the glutamate/neutral amino acid transporter, *Slc1a4*. Therefore, subchronic streptomycin, but not IDPN, induced the expression of genes involved in protein synthesis. By GSEA, streptomycin samples, but none of the IDPN groups, showed a highly significant enrichment of the “unfolded protein response” hallmark gene set (Table 3).

Up to 1025 genes were upregulated in IDPN-4wk rats but not after streptomycin (Fig. 9A). After GO analysis, REVIGO downsizing and exclusion of broad terms, many BP terms related to stress, immune, defence, and anti-viral responses were identified (Fig. 9D). This resulted from the presence of interferon-responsive genes and immune-related genes in the lists, such as *Stat1*, *Stat2*, *Stat3*, *Irf7*, *Irf9*, *Oas2*, *Igtp*, *Isg15* and many others. 

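Families of interferon-stimulated genes, taken by symbol (among them Oas, Ifit, Ifitm, Gbp, Mx, Isg15 and Usp18), numbered 45 genes. In IDPN-3wk rats 31 of them were higher than in control rats, with a median log2 fold change of 0.35 (camera adjusted p = 0.000508, 2.6e-05 to 0.0739 over the alternatives, the latter with fry), and 2 were upregulated DEGs. In IDPN-7wk rats 44 were higher, with a median of 1.95 (camera adjusted p = 1.4e-57), and 27 were upregulated DEGs. No other split of the 6 libraries gave a median shift above 0.230 at 3 weeks or 0.755 at 7 weeks. The 26 genes taken as RT1 genes and B2m, which span classes I and II of the rat major histocompatibility complex, had medians of 0.17 (camera adjusted p = 0.123) and 1.19 (camera adjusted p = 1.2e-25), with 11 DEGs at 7 weeks. At 3 weeks 0 of these 26 genes were called, and 10 had an unadjusted p under 0.05. Reads shared between the members of these families make the values of single members uncertain.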

When we evaluated upregulation in all control *vs* treated comparisons, we observed that this immune-related response was also present in all IDPN groups (mouse/IDPN, rat/IDPN-3wk, rat/IDPN-4wk, and rat/IDPN-7wk). In good agreement with these GO analyses, GSEA identified the enrichment of several related hallmark sets of genes in common in all four IDPN *vs* control comparisons but not in the streptomycin *vs* control comparison (Table 3). Specifically, the gene sets “interferon-alpha response”, “interferon-gamma response”, “IL6-JAK-STAT3 signalling” and “allograft rejection” were significantly enriched (FDR < 0.05) after IDPN but not after streptomycin exposure.

#### Upregulation responses in late stages of subchronic ototoxicity

As explained above for the downregulation responses, we searched for late stage ototoxicity upregulation responses by studying the list of genes upregulated in rat/IDPN-7wk specimens but not in rat/IDPN-3wk or rat/STREP models. This list contained 518 genes (= 245 + 273, upper right in Fig. 10A). 

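In the same fit, 261 genes were upregulated DEGs in IDPN-7wk rats and not in IDPN-3wk rats, without a filter on the streptomycin rats. Of these, 236 were higher than in control rats at 3 weeks too, and 48 were called higher in the direct comparison of IDPN-7wk with IDPN-3wk rats. Their median log2 fold change was 0.43 at 3 weeks and 1.18 at 7 weeks. The genes upregulated at both times numbered 50, with medians of 1.11 and 1.33, and 18 genes were upregulated DEGs at 3 weeks only. Among 99 random regroupings of the 9 libraries, the largest number of genes upregulated in the later group only was 104. With DESeq2 this list held 396 genes, of which 209 were among the 261.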

The result of the GO analysis followed by the REVIGO reduction highlighted the upregulation of anti-viral response genes, revealing that the lists of upregulated interferon-stimulated genes were longer in late stage than in early stage IDPN exposure conditions. Thus, genes such as *Stat1*, *Stat2*, *Irf7*, *Irf9*, *Igtp*, and *Isg15* were upregulated in the rat/IDPN-7wk but not in the rat/IDPN-3wk samples. Nevertheless, other genes related to anti-viral responses and interferon signalling, such as *Usp18*, *Oas1a*, *Anxa1*, *Ifitm1*, *Ifi27*, *Ifitm3*, and *Eif2ak2,* were already upregulated in the sensory epithelia of IDPN-3wk rats. 

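Isg15 (ENSRNOG00000021802) was at 4.48 ± 1.87 CPM in control rats, 5.14 ± 2.40 CPM in IDPN-3wk rats and 45.0 ± 7.64 CPM in IDPN-7wk rats (SD, n = 3), a log2 difference of 3.13 between the IDPN groups (standard error 0.399, edgeR adjusted p = 0.00888). For Stat2 (ENSRNOG00000031081) this difference was 1.43 (standard error 0.139, adjusted p = 0.00179), for Irf7 (ENSRNOG00000017414) 2.28 (standard error 0.403, adjusted p = 0.0445, 9.5e-07 to 0.187 over the alternatives) and for Igtp (ENSRNOG00000027008) 1.09 (standard error 0.165, adjusted p = 0.0180). Irf9 (ENSRNOG00000019478) did not pass in this comparison (0.90, standard error 0.188, adjusted p = 0.0774). Against control rats, Stat2, Irf7, Irf9, Igtp and Isg15 were DEGs at 7 weeks, with adjusted p from 0.000622 for Stat2 to 0.00307 for Irf7. None of them passed at 3 weeks, with log2 fold changes from -0.15 for Stat2 to 0.63 for Irf7 and adjusted p from 0.226 for Irf9 to 0.860 for Isg15, though Irf9 had an unadjusted p of 0.0223. With the library set of fewer detected genes as a covariate, the difference between the IDPN groups no longer passed for Igtp (adjusted p = 0.110, 3.9e-08 to 0.110 over the alternatives) and did pass for Irf9 (adjusted p = 0.00825, 0.000896 to 0.279 over the alternatives).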

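At 3 weeks, Anxa1 (ENSRNOG00000017469) rose from 490 ± 189 CPM in control rats to 1692 ± 429 CPM (SD, n = 3), a log2 fold change of 1.79 (standard error 0.267, edgeR adjusted p = 0.0112). Ifitm3 (ENSRNOG00000015078) rose from 56.7 ± 9.60 to 98.6 ± 3.56 CPM, a log2 fold change of 0.80 (standard error 0.142, adjusted p = 0.0214, 2.1e-05 to 0.102 over the alternatives). The remaining 5 genes were higher in every IDPN-3wk rat than in every control rat, as 10% of genes would be by chance, in one direction or the other, but did not pass the threshold. These were Usp18 (ENSRNOG00000037198; log2 fold change 1.23, adjusted p = 0.1495), Oas1a (ENSRNOG00000001369; 1.18, adjusted p = 0.0877), Ifitm1 (ENSRNOG00000004273; 1.06, adjusted p = 0.0944), Ifi27 (ENSRNOG00000009263; 0.39, adjusted p = 0.0961) and Eif2ak2 (ENSRNOG00000048315; 0.57, adjusted p = 0.0653). Adjusted over the 7 genes alone, 5 passed both the p and the fold change threshold. The paper named the 7 genes from calls on these same libraries, so this count is not a separate test. DESeq2 over all genes called Usp18, Oas1a and Ifitm1 as well. In IDPN-7wk rats all 7 were DEGs against control, from 1.56 for Eif2ak2 (adjusted p = 0.000191) to 4.26 for Usp18 (adjusted p = 0.000384). Between IDPN-7wk and IDPN-3wk rats, Usp18 rose further by 3.02 (adjusted p = 0.00888), Oas1a by 2.33 (adjusted p = 0.00937), Ifi27 by 1.56 (adjusted p = 0.000396), Ifitm3 by 1.28 (adjusted p = 0.00374) and Eif2ak2 by 0.99 (adjusted p = 0.0103), while Ifitm1 (0.80, adjusted p = 0.241) and Anxa1 (-0.12, adjusted p = 0.899) did not pass.

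**Figure D2:**
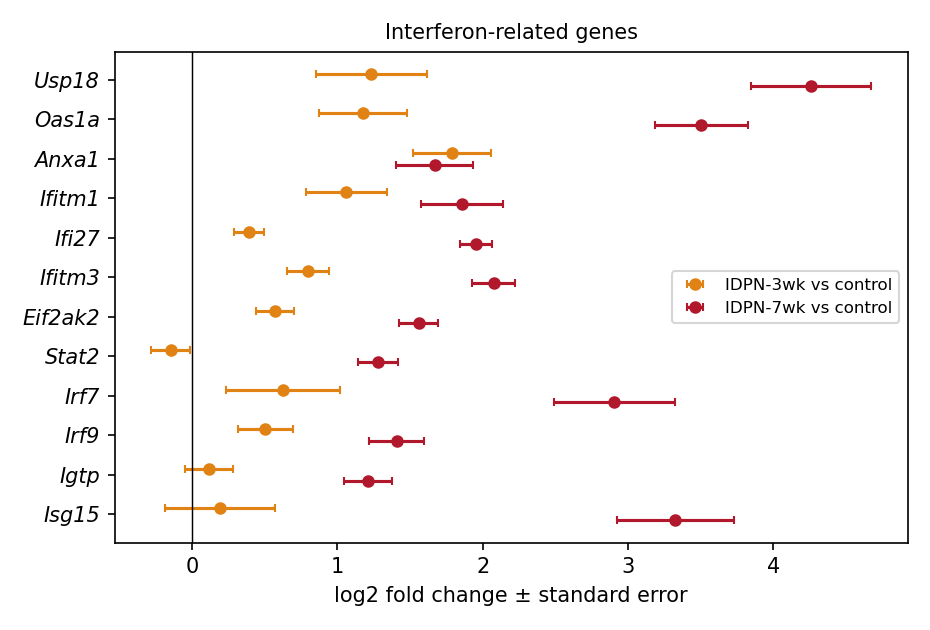
Log2 fold changes against control rats, with standard errors, of the interferon-related genes named for the 3-week and the 7-week response, with a value for IDPN-3wk and for IDPN-7wk rats (n = 3 per group). At 7 weeks all values lie above 1, and at 3 weeks they lie between -0.15 for Stat2 and 1.79 for Anxa1.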

For an illustration of the core response to advanced IDPN ototoxicity, we selected the 245 genes that were upregulated in both the rat/IDPN-7wk samples and the rat/IDPN-4wk or mouse/IDPN samples, but not in the rat/IDPN-3wk or rat/STREP specimens. Cluster analysis of protein–protein interactions of this list by STRING [58, 64], using an MLC inflation parameter of 2, identified a cluster of 53 proteins shown in Fig. 10B as the main result. The top BP descriptor of this cluster was “Defense response to virus” (GO:0051607; FDR = 3.10E-30) and many related terms associated with it. These included, for example, “Response to virus” (GO:0009615; FDR = 1.38E-33), “Negative regulation of viral process” (GO:0048525; FDR = 6.28E-18), and “Response to interferon-beta” (GO:0035456; FDR = 1.12E-13), indicating that progression of IDPN ototoxicity consistently causes a broadening anti-viral-like expression response.

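Of the proteins in this cluster, the names that could be read in Fig. 10B gave 24 genes with enough counts. In IDPN-7wk rats all 24 were higher than in control rats, with a median log2 fold change of 1.20 (camera adjusted p = 7.5e-26), and 14 were upregulated DEGs. In IDPN-3wk rats 19 were higher, the median was 0.25 (camera adjusted p = 0.00406, 0.000396 to 0.0574 over the alternatives, the latter with fry), and 0 were DEGs, with 7 at an unadjusted p under 0.05. Between the IDPN groups all 24 were higher at 7 weeks, with a median of 1.04 (camera adjusted p = 3.3e-25), and 6 were called (Gbp2, Ifi27l2b, Uba7, Igtp, Lgals9 and Psmb8). Gbp2 differed by 1.99 between the IDPN groups (edgeR adjusted p = 0.00888) and Ifi27l2b by 5.17 (adjusted p = 0.00937). The authors drew the cluster from genes upregulated at 7 and not at 3 weeks in these libraries, among other conditions, so part of this difference is built into the list.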

**Fig. 10:**
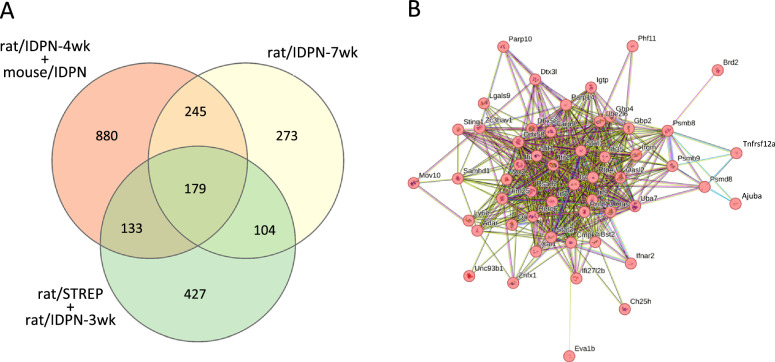
Comparison of upregulation responses in the most affected (rat/IDPN-7wk) vs. the least affected (rat/IDPN-3wk + rat/STREP) vs. the advanced toxicity (rat/IDPN-4k + mouse/IDPN) groups. **A** Venn diagram showing the numbers of genes upregulated in each group of experimental conditions and their intersections. **B** Cluster of 53 functionally associated proteins identified by STRING analysis of the list of 245 core genes upregulated in advanced IDPN ototoxicity, defined as genes upregulated in both the rat/IDPN-7wk samples and the rat/IDPN-4wk or mouse/IDPN samples, but not in the rat/IDPN-3wk or rat/STREP specimens

### Validation studies

#### The gene downregulation response triggered by subchronic ototoxicity is associated with decreased expression of the corresponding proteins in HCs

As explained above, all ototoxic treatments caused a reduction in the number of transcripts from 34 genes, 29 of which have been demonstrated to be selectively expressed in HCs in human or rodent vestibular epithelium. The epithelia used for sequencing were affected by no or only limited loss of HC (Sects. ”Systemic and vestibular toxicity”. and RNA-seq: downregulation responses), so we can conclude that vestibular HCs under sustained toxic stress downregulate the expression of genes encoding proteins that characterize their terminal differentiation and are key to their transducing roles. To further support this conclusion, we used immunofluorescent labelling and confocal microscopy to compare the expression of some of these proteins in samples from control and treated animals in the rat/IDPN-4wk and rat/STREPTO experiments and in vestibular epithelia exposed to streptomycin in vitro. *Atp2b2*, which encodes the plasma membrane calcium transporting ATP-ase 2 (PMCA2), was robustly downregulated. This calcium transporter is expressed in the stereocilia of auditory and vestibular HCs and extrudes calcium into the endolymphatic cavity [8]. 

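In the RNA-seq libraries of this IDPN experiment, Atp2b2 (ENSRNOG00000030269) was at 131 ± 18.6 CPM in control rats, 46.1 ± 4.05 CPM in IDPN-3wk rats and 44.9 ± 3.21 CPM in IDPN-7wk rats (SD, n = 3). The log2 fold change was -1.51 at 3 weeks (standard error 0.132, edgeR adjusted p = 0.000758) and -1.54 at 7 weeks (standard error 0.132, adjusted p = 0.000182), and the IDPN groups did not differ from each other (-0.04, adjusted p = 0.941). At 3 weeks the difference was -1.20 within the libraries with fewer detected genes and -1.68 within the others.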

In the rat vestibule, we have recently described that PMCA2 is expressed by HCIs but not by HCIIs [1]. We found that rats exposed to 20 mM of IDPN for 4 weeks had a 72% reduction (t_5df_ = 7.812, p = 0.001) in fluorescence intensity of the PMCA2 label in the stereocilia bundles of the utricle (Fig. 11A, Da). Similarly, streptomycin rats (500 mg/kg/day × 6 weeks) showed an 84% reduction (t_6df_ = 11.70, p < 0.001) in PMCA2 expression in utricular stereocilia (Fig. 11B, Db).

**Fig. 11:**
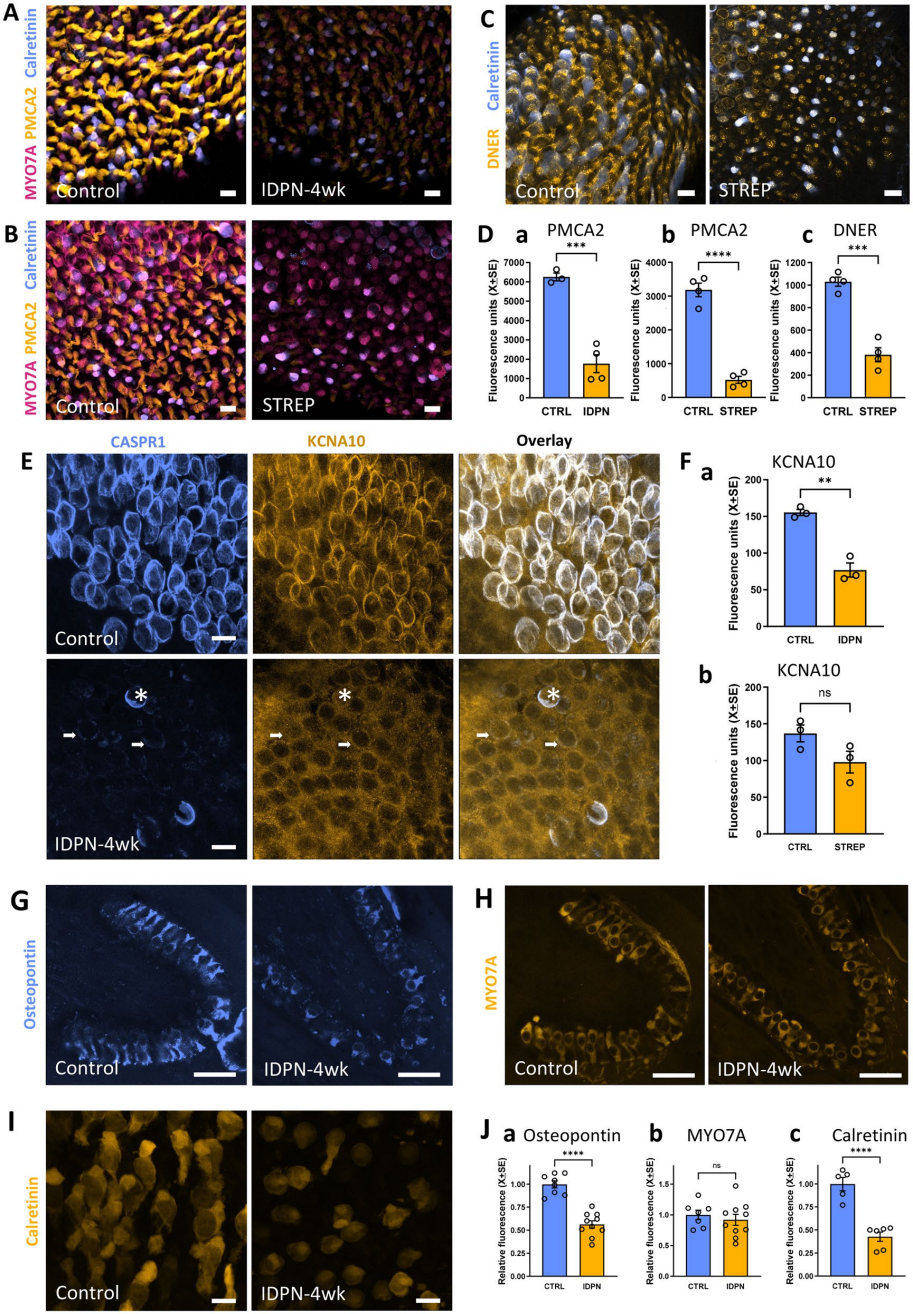
Effect of subchronic ototoxicity on the expression of PMCA2, DNER, KCNA10, osteopontin, calretinin, and MYO7A in vestibular sensory epithelium assessed by immunofluorescent labelling and confocal microscopy. **A**–**B** Images of whole mount utricles from control and treated rats showing the effects of IDPN (**A**) or streptomycin (**B**) on PCMA2 expression in stereocilia bundles. Images are maximum intensity projections of a stack of 6 planes (2 µm total thickness). **C** Expression of DNER in the neck region of crista HCs in control and streptomycin rats. Images are maximum intensity projections of a stack of 4 planes (1.2 µm total thickness). **D** Quantitative analyses of PCMA2 and DNER expression. Bars show mean ± SEM fluorescence intensity values. Each point is from an individual animal, averaging values from > 180 hair bundles (**a** and **b**) or > 400 HCs (c) per animal. ***: p < 0.001, ****: p < 0.0001, Student’s t-test. **E** Immunolabelling of CASPR1 and KCNA10 in a control crista (upper row) and in a crista of a rat exposed to IDPN for 4 weeks (bottom row). In control tissue, both proteins are located in the calyceal junction area. After IDPN, most afferent calyces show very reduced expression of CASPR1 (arrows), while a few retain a large amount of label (asterisk). The corresponding HCs show a marked depletion of the KCNA10 label in the calyceal junction, although the non-specific label shown by supporting cells with this antibody [37] persisted. **F** Quantitative analysis of the effect of chronic IDPN (**a**) and streptomycin (**b**) on KCNA10 expression in the calyceal junction area. Bars show mean ± SEM fluorescence intensity values. Each point is from an individual animal, averaging values from > 400 HCs per animal. **: p < 0.01, *NS* nonsignificant, Student’s t-test. **G** and** H** Ostepontin and MYO7A labels in sections of cristae from control rats and IDPN-4wk rats. **I** Calretinin label in HCII of the periphery of the utricles of control and IDPN-4wk rats. **J** Quantitative analyses of the effect of chronic IDPN on the expression of osteopontin, MYO7A, and calretinin. Bars show mean ± SEM fluorescence intensity values. Each data point is from an individual animal, averaging values of 30 HCs per animal. ****: p < 0.0001, ns: nonsignificant, Student’s t-test. Scale bars = 10 µm in (**A**, **B**, **C**, **E**, and **H**); 25 µm in (**G** and **I**)

Another downregulated HC-specific gene was the *Dner* gene, which encodes the Delta/Notch-like epidermal growth factor-related receptor (DNER). 

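Dner was at 380 ± 7.88 CPM in control rats, 166 ± 7.37 CPM in IDPN-3wk rats and 137 ± 7.11 CPM in IDPN-7wk rats (SD, n = 3). The log2 fold change was -1.19 at 3 weeks (standard error 0.0802, edgeR adjusted p = 0.000239) and -1.47 at 7 weeks (standard error 0.0807, adjusted p = 2.4e-05). All IDPN-7wk rats had less Dner than all IDPN-3wk rats, a difference of -0.28 that did not pass after adjustment (adjusted p = 0.181). The difference between IDPN-3wk and control rats was -1.14 within the libraries with fewer detected genes and -1.23 within the others.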

DNER has been shown to be necessary for proper maturation and orientation of the stereocilia bundle [21]. After IDPN exposure, the crista HCs from exposed rats showed a 39% reduction in DNER expression (t_5df_ = 2.96, p = 0.031; n = 3 control, 4 IDPN) (not shown). A larger effect was recorded after streptomycin exposure, with a 63% reduction in DNER immunoreactivity in crista HCs (t_6dg_ = 8.73, p < 0.001) (Fig. 11C, Dc).

A third protein whose expression was assessed by immunofluorescent confocal microscopy was the potassium voltage-gated channel subfamily A member 10 (KCNA10, also known as Kv1.8), encoded by the *Kcna10* gene. 

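Kcna10 (ENSRNOG00000050416) fell from 309 ± 22.1 CPM in control rats to 133 ± 13.2 CPM after 3 weeks and 104 ± 6.03 CPM after 7 weeks of IDPN (SD, n = 3). These decreases correspond to log2 fold changes of -1.21 (standard error 0.101, edgeR adjusted p = 0.000758) and -1.58 (standard error 0.102, adjusted p = 3.3e-05). The later group was below the earlier one by a log2 difference of -0.36 that did not pass after adjustment (adjusted p = 0.167). Within the libraries with fewer detected genes the difference at 3 weeks was -1.40, and within the others -0.99.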

Mutations in this channel cause vestibular impairment [24] and recent data have shown its strong expression in the area of the calyceal junction [37]. In response to subchronic IDPN, the expression of KCNA10 in the calyces was significantly reduced by 50% (t_4df_ = 7.52, p = 0.00167) (Fig. 11E, Fa). After streptomycin treatment, the mean fluorescence value in the calyces of treated animals was 29% lower than the mean in controls (97.9 ± 14.7 vs 136.9 ± 11.5), but this difference did not attain statistical significance (t_4df_ = 2.091, P = 0,104) (Fig. 11Fb).

Beyond the list of 34 genes downregulated in all exposed groups, we also aimed to evaluate other HC-specific genes that were downregulated in several exposure conditions and for which reliable antibodies were available. Thus, we assessed anti-osteopontin, anti-calretinin, and anti-MYO7A immunolabelling in rat/IDPN-4wk samples because their encoding genes were down-regulated in this group (*Spp1* [log2-Fold_Change = −1.84; Padj = 2.94E-14]; *Calb2* [log2-Fold_Change = −2.17; Padj = 9.75E-22]; *Myo7a* [log2-Fold_Change = −0.64; Padj = 9.67E-09], respectively). As shown in Fig. 11 G–J, a decrease in immunolabel was recorded for osteopontin (HCI, t_16df_ = 7.65, p = 0.000) and calretinin (HCII, t_9df_ = 6.7, p = 0.000) but not for MYO7A (all HCs, t_15df_ = 0.627, p = 0.27). We had previously recorded a significant decrease in MYO7A expression in streptomycin-exposed rats compared to control rats [36].

Overall, the immunohistochemical data confirmed that the decreases in the expression of HC-specific genes revealed by the RNA-seq data are associated with decreases in protein expression and are not an artefact resulting from HC loss.

#### *Vsig10l2* is a new HC-specific gene strongly downregulated during HC stress

Among the 34 genes downregulated in all 5 groups of rats exposed to ototoxicity, the *Vsig10l2* gene (previously identified as *Gm1113* in the mouse and *AC132671* in the rat) occupied a prominent position. 

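Vsig10l2, identified in the count table by its older name, was at 367, 426 and 475 CPM in the 3 control rats, with a mean of 422 ± 54.3 CPM (SD, n = 3). It fell to 56.5 ± 3.95 CPM in IDPN-3wk rats and to 50.8 ± 1.76 CPM in IDPN-7wk rats. The log2 fold change was -2.90 at 3 weeks (standard error 0.115, edgeR adjusted p = 3.0e-06) and -3.06 at 7 weeks (standard error 0.116, adjusted p = 1.9e-06), which ranked it 1 by p among the genes that were lower at each time. IDPN-3wk and IDPN-7wk rats did not differ (-0.15, adjusted p = 0.578). At 3 weeks the difference from control was -2.71 within the libraries with fewer detected genes and -2.85 within the others.

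**Figure D3:**
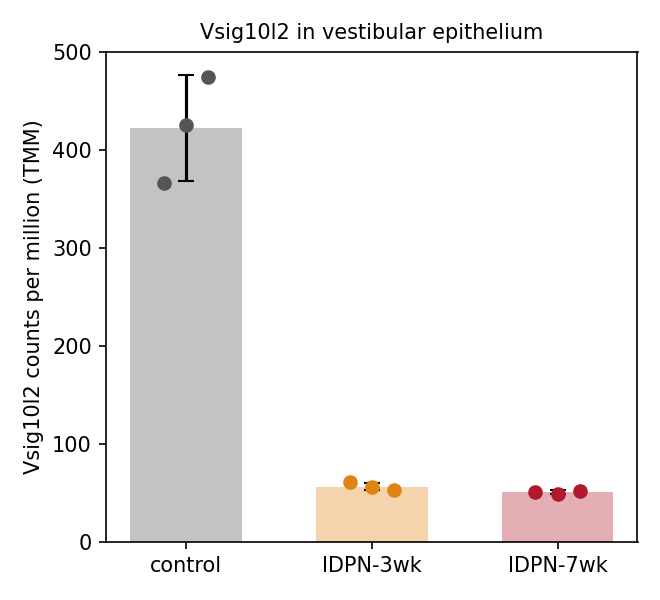
Vsig10l2 levels in CPM after TMM normalization in control, IDPN-3wk and IDPN-7wk rats. Bars are means of 3 rats, error bars are SD and each point is 1 rat, with 422 CPM in control against 56.5 and 50.8 CPM in the IDPN groups.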

Compared to its expression in their respective controls, this gene was the most significantly downregulated in the rat/STREP, rat/IDPN-3wk and rat/IDPN-7wk groups, and was ranked 14 in the mouse/IDPN and 75 in the rat/IDPN-4wk groups. With combined RNAscope in situ hybridisation and MYO7A immunohistochemistry we noticed that many, but not all, HCs expressed *Vsig10l2* (Fig. 12A). By measuring fluorescence intensity, we corroborated that these HCs had a large decrease in *Vsig10l2* mRNA expression in rat/IDPN-4wk samples (Fig. 12 A, C). While the number of HCs per image was not affected by IDPN exposure neither in the centre of the crista (Fig. 12Ca, t_6df_ = 0.75, p = 0.38) nor in its periphery (Fig. 12Cc, t_6df_ = 0.06, p = 0.96), the fluorescence intensity per HC of the *Vsig10l2* mRNA was decreased in both areas (Fig. 12Cb, centre: t_6df_ = 4.99, p = 0.002; Fig. 12Cd, periphery: t_6df_ = 6.91, p = 0.0004). In contrast, IDPN did not change the signal associated with the control gene *Ppib* mRNA (Fig. 12Cb, d, centre and periphery p values were 0.53 and 0.72, N.S.). We also evaluated immunofluorescence associated with an anti-VSIG10L2 rabbit antiserum, in co-labelling experiments with anti-osteopontin and anti-calretinin antibodies. The results showed anti-VSIG10L2 immunoreactivity in HCIs but not in HCIIs (Fig. 12B), and a strong decrease in immunoreactivity in utricle samples of IDPN-4wk rats. (Fig. 12 B,D).

**Fig. 12:**
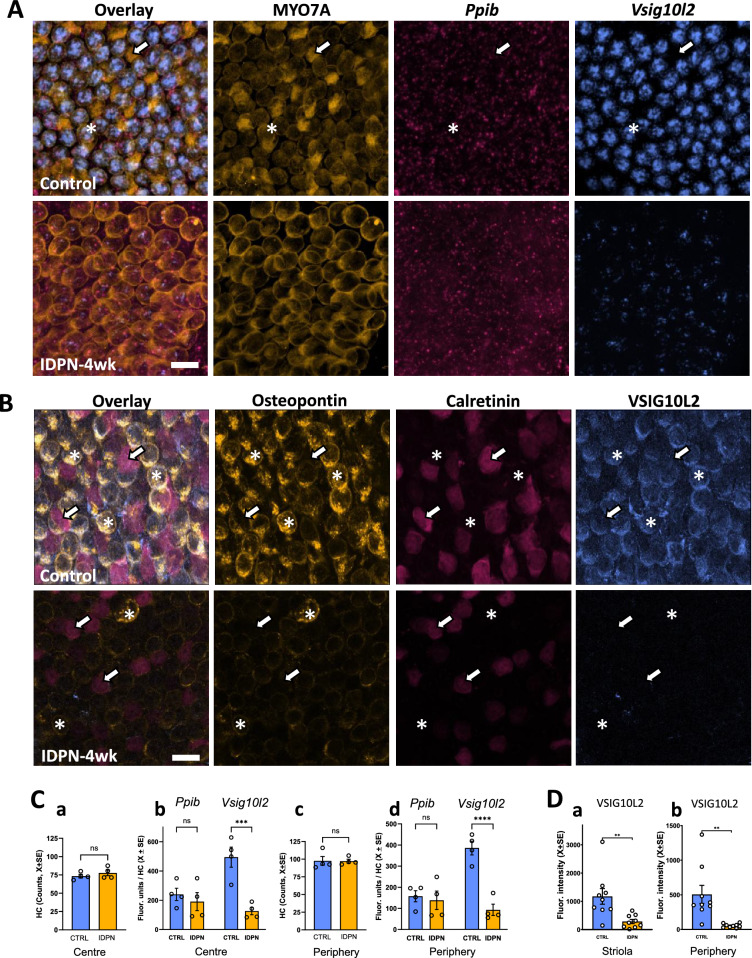
Effect of subchronic IDPN ototoxicity on *Vsig10l2* expression in HCs. **A** Representative images of mRNA expression analysis of *Vsig10l2* and of the control gene *Ppib* by RNA-scope, together with MYO7A immunohistochemistry in the peripheral crista of control (upper row) and IDPN-4wk (lower row) rats. The asterisks and arrows label one example of HC expressing or not *Visg10l2*, respectively. Note the loss of the *Vsig10l2* mRNA label after ototoxicity. Scale bar: 10 µm. **B** Representative images of osteopontin, calretinin, and VSIG10L2 immunoreactivity in the peripheral utricle of control (upper row) and IDPN-4wk (lower row) rats. Note that VSIG10L2 is expressed in HCI (osteopontin + , asterisks) but not HCII (calretinin + , arrows). Note also the decrease in label for all three antibodies. Scale bar: 10 µm. **C** Quantitative analysis of the number of HCs (**a**, **c**) and of the RNA-scope puncta (**b**, **d**), comparing fluorescence units of *Ppib* and *Vsig10l2* mRNA per HC in the centre (**a**, **b**) and the periphery (**c**, **d**) of the crista of control and IDPN-4wk rats. **D** Quantitative analysis of anti-VSIG10L2 immunoreactivity, in the (**a**) striola and **b** periphery regions of the utricle of control and IDPN-4wk rats. In **C** and **D**, the bars show mean ± SEM values and each data point is from an individual animal. **: p < 0.01, ***: p < 0.001, ****: p < 0.0001, *ns* not significant, Student’s t-test

We also examined the effect of streptomycin on *Vsig10l2* expression after exposure in vitro. As shown in Fig. 13, exposure of vestibular cristae at low concentrations (0.05 µM) of streptomycin for 7 days did not cause significant loss of HCs (centre: t_6df_ = 0.410, p = 0.70; periphery: t_6df_ = 0.56, p = 0.59) or decreased expression of the control gene *Ppib* (centre: t_6df_ = 0.056, p = 0.95; periphery: t_6df_ = 1.83, p = 0.12). It did reduce the expression of the *Vsig10l2* gene in the HCs, both in the centre (t_6df_ = 2.92, p = 0.026) and the periphery (t_6df_ = 6.95, p < 0.001) of the crista.

**Fig. 13:**
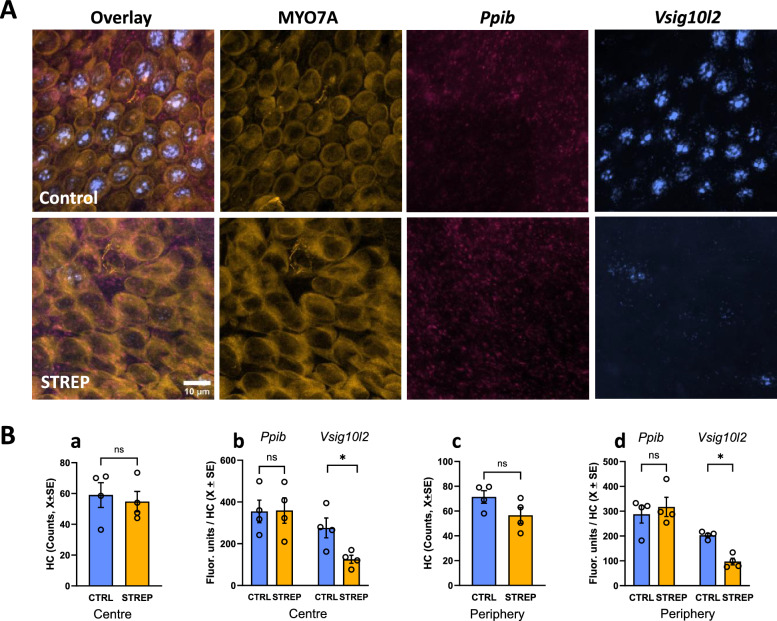
Effect of long term low dose streptomycin exposure on *Vsig10l2* expression in the rat vestibular crista in vitro. The cristae were placed in culture on postnatal day 1, allowed to mature for 14 days, and exposed to 0.05 µM streptomycin on days 14 to 21. **A** Representative images of the expression of *Vsig10l2* mRNA expression and the control gene *Ppib* by RNA-scope, together with MYO7A immunohistochemistry in the peripheral area of the control (upper row) and streptomycin (lower row) cristae. Scale bar: 10 µm. **B** Quantitative analysis of the number of HC in the area (**a**, **c**) and the puncta of RNA-scope (**b**, **d**), comparing fluorescence units of the *Ppib* and *Vsig10l2* mRNA per HC in the centre (**a**, **b**) and the periphery (**c**, **d**) of the crista. The bars show mean ± SEM values and each data point is from an individual epithelium. *: p < 0.05, ns: non significant, Student’s t-test

#### HCs under chronic stress increase ATF3 expression

RNAseq data identified *Atf3* as the first stress gene upregulated by IDPN and streptomycin in the vestibular sensory epithelium of rats and mice, so we aimed to determine whether this corresponded to a HC response. To this end, RNAscope puncta of *Atf3* and *Ppib* (control gene) were quantified in MYO7A-positive cells (Fig. 14). Quantitative data (Fig. 14B) demonstrated that a specific increase in *Atf3* mRNA expression occurs in rat HCs after exposure to IDPN-4wk. Although the density of *Ppib* puncta per HC was not affected either in the centre (t_6df_ = 0.496, p = 0.638) or in the periphery (t_6df_ = 1.388, p = 0.215) of the crista, significant increases were recorded for *Atf3* expression in both areas (centre: t_6df_ = 3.043, p = 0.0023; periphery: t_6df_ = 2.659, p = 0.0376. In this experiment, a modest (18%) but significant decrease in the number of HCs was recorded in the periphery (t_6df_ = 3.469, p = 0.013) but not in the centre (t_6df_ = 0.080, p = 0.939) of the crista.

**Fig. 14:**
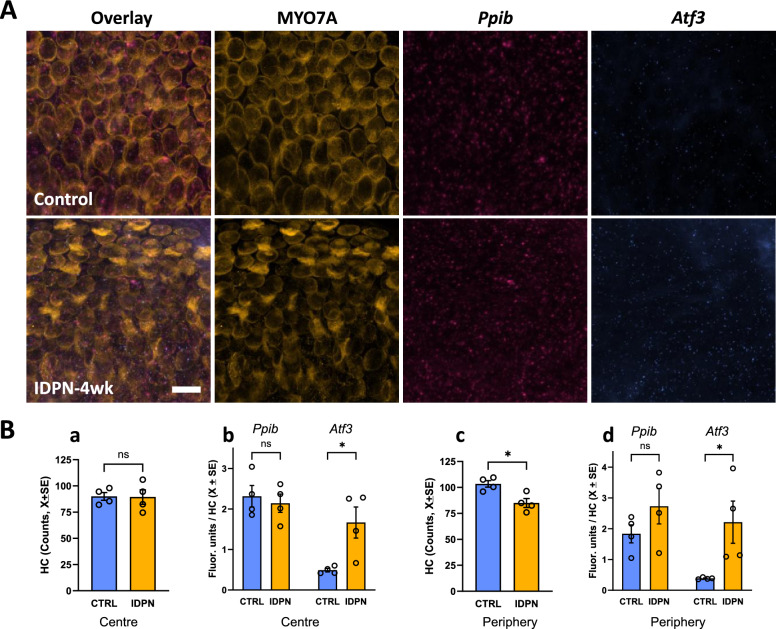
Effect of subchronic ototoxicity on *Atf3* expression in HCs. **A** Representative images of analysis of *Atf3* mRNA expression and the control gene *Ppib* by RNA-scope, together with MYO7A immunohistochemistry in the peripheral crista of control rats (upper row) and IDPN-4wk rats (lower row). Scale bar: 10 µm. **B** Quantitative analysis of the number of HCs in the area (**a, c**) and of RNA-scope puncta (**b**, **d**), comparing fluorescence units of *Ppib* and *Atf3* mRNA per HC in the centre (**a**, **b**) and the periphery (**c**, **d**) of the crista of control and IDPN-4wk rats. The bars show mean ± SEM values and each data point is from an individual animal. *: p < 0.05, ns: nonsignificant, Student’s t-test

## Discussion

The molecular mechanisms involved in HC damage from ototoxic exposure have been the subject of extensive research efforts (reviewed by [22]). However, most of these efforts have focused on the identification of events that lead to rapid degeneration of HCs, particularly apoptosis, by exposure to high doses or by using high concentrations in in vitro models. In the present study, our aim was to identify the main gene expression changes associated with early physiopathological response of the vestibular epithelium to sustained ototoxic stress, which ultimately leads to HC extrusion. We hypothesize that this response is more relevant to human health than those revealed by standard in vitro or acute high-dose exposure models. To better target the most fundamental responses, we conducted a comparative study using different species and ototoxic compounds. The data collected reveal new mechanisms that may play an important role in HC damage and loss.

An important first aspect to consider is the relative occurrence of extrusion *versus* apoptosis in the exposure models used in the study. Although there are ototoxicity models in which both extrusion and apoptosis are simultaneously observed [28], exposure of male Long-Evans rats to 20 mM of IDPN in drinking water causes extrusion with no simultaneous occurrence of apoptosis [53], even though HC apoptosis is predominant after sub-acute exposure to the same compound [53]. In support of this low incidence of apoptosis in our exposure models, the GSEA analyses (Table 3) indicated that the apoptosis hallmark gene set was not upregulated in the mouse/IDPN and rat/STREP samples and modestly upregulated only in the rat/IDPN samples. Another greatly interesting aspect of the rat 20 mM IDPN model is that little to no HC loss occurs for up to 4 weeks of exposure and that the changes observed at this time point are reversible [38, 52, 53]. This offers the opportunity to study a population of similarly stressed cells that have not yet been extruded, as proven by the extensive loss of CASPR1 immunostaining and simultaneous deep loss of vestibular function, but with observed recovery in both parameters [52]. According to our previous data, the mouse/IDPN [13] and rat/STREP [36] models show less synchrony in the HC response, with some overlap of HC detachment and HC loss, but nevertheless show robust CASPR1 loss in association with vestibular function loss. Therefore, our working hypothesis was that the comparison of the rat/IDPN, mouse/IDPN, and rat/STREP models would inform the fundamental response of HCs to mild sustained stress. Inclusion of the rat/IDPN-3wk as an early time point was intended to reinforce the focus on the early stages of the HC response, preceding HC extrusion. In contrast, we included a time point (rat/IDPN-7wk) in which the HC extrusion is actively developing [38, 52–54] to attempt to identify gene expression responses related to extrusion.

The transcriptomic data presented here bore a batch effect that prevented the direct merging of the raw data for comparison. This came as no surprise, because the four RNA-seq experiments, encompassing five control *vs.* treated comparisons, were carried out over several years in parallel with the experiments that characterized the mouse/IDPN, rat/IDPN and rat/STREP models published elsewhere [13, 36, 38, 52]. However, comparisons of the DEGs and GO term lists for all experiments provided meaningful information on the response of the vestibular epithelium to chronic ototoxic stress, as summarized in Fig. 15. These comparisons revealed common gene expression changes that open new paths in our understanding of the mechanisms that lead to the loss of HCs. In addition to its interest in the biology of HCs, this knowledge may guide the identification of targets for effective treatments to prevent or block damage progression.

**Fig. 15:**
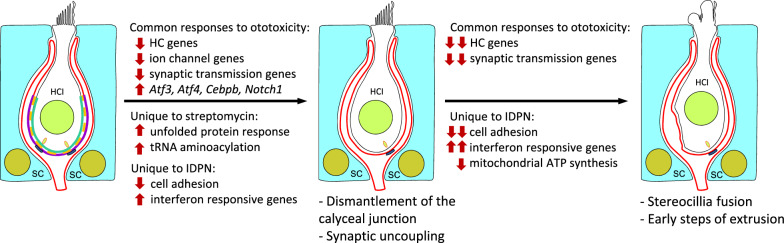
Summary of key gene expression responses identified in association with early stages of HC damage during chronic vestibular toxicity. A single HCI with two supporting cells is represented. HCII do not have calyceal junctions and are affected later during chronic ototoxicity, but they finally show similar synaptic uncoupling, ciliary coalescence, and extrusion

Individual analyses of the transcriptomic data (Figs. 2 and 3) demonstrated that each of the exposure conditions caused a gene expression response: in each experiment control animals and treated animals were grouped by their gene expression profiles. The modest sample size (n = 3/group) may have limited the ability to detect relevant subtle differences, so meaningful gene expression responses may have escaped identification. In addition, the use of bulk analysis to avoid interference of the cellular stress associated with cell isolation protocols, inevitably causes a masking effect with no meaningful differences in expression being detected in one cell type due to the dilution of the corresponding RNAs into the RNA from all cell types. Therefore, it is possible that experiments with single cell or nuclei sequencing or using larger sample sizes could have identified responses not recognized here. However, these same limitations support the robustness of the identified responses, in particular those detected in different experimental models.

Comparison across experiments revealed that the earliest and most consistent response is a robust downregulation of HC-specific genes, already present at the mildest exposure condition (rat/IDPN-3wk), and broadening in longer exposures. Because we used a bulk mRNA analysis from whole tissue, the loss of HC-specific mRNAs could be a consequence of the physical loss of HCs. However, this was clearly not the case, as the selected models offer data from stressed but still viable HCs according to previous studies [13, 36, 52]. The data in Fig. 1E–G also support this conclusion. The counts of hair bundles in SEM images in Fig. 1E corroborate that most HCs were present in the samples used for the RNA-seq, although data from mice permitted to recover from IDPN exposure suggest that some of these HCs were destined to extrude from the epithelium. In the rat/IDPN-4wk model, we found HC loss only in the centre of the crista (Fig. 1F). The central region of the crista is estimated to cover 1/3 of its area and has a HC density 30% less than its peripheral area. As the RNA-seq data were obtained from pooled tissue—6 cristae and 2 utricles from individual animals-, and the total HC numbers of each type of epithelium are available [1], we calculated that the sequenced rat/IDPN-4wk samples had a maximum loss of HCs of 4%. In this model, no further loss is recorded if the animals were to be studied after a recovery period. Also, HC loss in the rat/IDPN-3wk samples cannot exceed the 4% calculated for the rat/IDPN-4wk. Evidently, rat/IDPN-7wk samples were likely to suffer a significant loss of HCs, but the shorter exposed groups ensure the robustness of the conclusion. In the rat/STREP samples, no statistically significant differences were obtained in HC counts, but a 10–20% loss may occur. Together, the data demonstrated a limited incidence of HC loss, which is unable to account for the observed decreases in RNA, and subsequent validation studies reinforced this conclusion.

In the gene and protein expression studies, decreases in the mRNA and protein content were demonstrated at the HC level in rat/IDPN and rat/STREP samples. Furthermore, a significant decrease in *Vsig10l2* expression was demonstrated in vestibular epithelia treated in vitro for 1 week with low streptomycin concentrations that do not cause HC loss. Taken together, these data firmly demonstrate that vestibular HCs under sustained stress downregulate the expression of HC-specific genes, including *Vsig10l2*, *Bdnf*, *Bmp2*, *Atp2b2*, *Dner*, *Kcna10, Xirp2,* and *Ptprq*. Although the validation data were obtained in rats only, a comparison of the gene expression data for rats and mice (Figs. 3, 4, 5) supports the conclusion that the same gene expression response occurs in mice.

In previous behavioural and histological studies of chronic ototoxicity [13, 36, 52] we concluded that a reversible suspension of HC function (transduction and synaptic transmission) precedes overt signs of HC damage, such as stereocilia fusion. The transcriptomic response recorded in the vestibular ganglion [14] also supports this phenomenon of silencing of HC. The present data indicate that this early step in chronic ototoxicity includes a downregulation of selective HC genes, including stereocilium, synaptic, and ion channel genes. This change in the gene expression phenotype of HCs under stress is congruent with the subsequent loss of specific HC features shown by the cells as they progress towards extrusion. It should be noted that this change may add difficulty in the interpretation of expression data of damaged vestibular epithelia in search of evidence of atypical HCs that could denote HC regeneration [59, 65].

Of the 34 genes downregulated under all exposure conditions, 29 have previously been identified to be selectively expressed by HCs within the rodent or human vestibular sensory epithelium [4, 47, 49, 65, 67]. The other 5 genes have not been identified as HC or as supporting cell specific genes, but one of them has a role in stereocilium development (*Cfap126*,[10]) and another one causes hearing impairment when mutated (*Fam107b*; White et al., [66]), so it is likely that these are also HC genes. Likewise, it is tempting to speculate that the other 3 non-ascribed genes (*Ntrk3*, *Osbpl11*, *Rasal2*) are also expressed by HCs rather than SCs.

More HC-specific genes were identified in the list of 142 downregulated genes in both the rat/STREP and rat/IDPN-4-wk groups. By GO analysis, these genes are mostly associated with HC-specific BP (e.g. sensory perception of sound) and CC (e.g. stereocilium bundle) terms (Fig. 6B), strengthening the conclusion that downregulation of HC-specific genes is the main response of HCs to chronic ototoxic stress. We hypothesize that the list also contains genes with significant roles in HC differentiation or mature function that have not yet been studied. It should be noted that several of the more significantly downregulated genes have been identified as being selectively expressed in HCI versus HCII by immunohistochemistry in rodents (PMCA2, product of the *Atp2b2* gene, [1]) or by transcriptomic analysis in humans (*Adam11*, *Atp2b2*, *Bdnf*, *Bmp2*, *Chgb*, *Fbxw7*, *Kcnab1*, *Ocm*/*Ocm2*, *Vsig10l2* [65]). Although genes expressed by both HCIs and HCIIs, such as *Dner,* were also identified, the data likely reflect the greater susceptibility of HCIs with respect to HCIIs to ototoxicity caused by IDPN [33] or streptomycin [36]. Another aspect worth discussing is the downregulation of the *Atp2b2* and *Atp2b3* genes, encoding the calcium-dependent ATP-ases, PMCA2 and SERC2. In addition to the essential role of PMCA2 in mechanotransducer function in the stereocilium [8], reduced activity of these calcium pumps can cause cytosolic calcium overload that triggers cell death [8, 60].

Among the genes more robustly downregulated by chronic ototoxicity, we identified a gene, *Vsig10l2* (V-set and immunoglobulin domain containing 10 like 2), for which there was virtually no information. Automatic annotation in UniProt predicts a signal peptide and Alpha-fold [19, 61] predicts a cell-adhesion protein with five immunoglobulin domains, one fibronectin-type III domain, and one transmembrane domain. The RNAscope and immunohistochemical data shown in Figs. 12 and 13 demonstrated that this gene is selectively expressed in HCIs and is strongly downregulated after ototoxic stress. While the role of this gene in HCI function remains to be elucidated, its interest as a marker of HCI stress becomes obvious. Recent studies in human vestibular epithelium have also identified the *Vsig10l2* gene as a specific HCI marker [65].

Downregulation of HC-specific genes preceded a second response identified in both rats and mice and after either exposure to streptomycin or IDPN: increased expression of *Atf3*, a well-known hub mediator of cell stress responses [15] and related genes. Surprisingly, only recently has ATF3 been identified, using HEI-OC1 cells, as a candidate player in aminoglycoside [68] and cisplatin [25] ototoxicity. More recently, increased *Atf3* expression has been recorded 1 h after noise exposure in cochlear tissue and in HEI-OC1 cells after stress triggered by tert-butyl hydroperoxide exposure [29]. The work of Zhang et al. [68] demonstrated increased levels of *Atf3* mRNA and protein in cells exposed to neomycin and presented evidence that this increase could affect mitophagy by transcriptional inhibition of the mitophagy regulator *Pink1*. However, we did not record changes in *Pink1* expression in the present experiments. 

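In the control, IDPN-3wk and IDPN-7wk rats, Pink1 (ENSRNOG00000015385) was at 292 ± 79.9, 386 ± 180 and 132 ± 47.4 CPM (SD, n = 3). At 3 weeks its log2 fold change was 0.40 (standard error 0.387, edgeR adjusted p = 0.675) and at 7 weeks -1.15 (standard error 0.392, adjusted p = 0.132), and neither passed the threshold. Every IDPN-7wk rat was below every control. The level differed between the library sets, with 178 CPM in IDPN-3wk replicate 1 and 488 and 493 CPM in the replicates with fewer detected genes, and with the set as a covariate the value at 3 weeks changed sign to -0.06.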

As a stress mediator, *Atf3* promotes survival/repair or cell death responses [18], so more research is needed to determine the potential role of this transcription factor in driving the reversible detachment and synaptic uncoupling shown by HCs in the early stages of chronic toxicity or in their subsequent determination to elimination by extrusion. In any case, the absence of upregulation of *Atf3* in the rat/IDPN-3wk samples makes it unlikely that it plays a role in early downregulation of HC-specific genes identified here.

In addition to common responses, our data also revealed some responses unique to each ototoxicity model. When discussing these results, we must keep in mind that the present work does not include experiments determining whether these effects were associated with HCs or other types of cells in the epithelium used for RNA extraction. Beyond this cautionary note, one first conclusion is that the existence of these model-specific responses reinforces the value of the responses previously identified in both models as fundamental responses of the HC to different kinds of toxic stress. By contrast, the unique responses of each model can offer clues to compound-specific toxicity mechanisms. This may be the case for the upregulation of the unfolded protein response and tRNA aminoacylation BPs after streptomycin, which may possibly be related to the effect of aminoglycosides on ribosomal translation [42]. Similarly downregulation of mitochondrial ATP synthesis might point to a nitrile-specific effect. However, a number of facts suggest that the two robust and time-increasing responses found after IDPN exposure and not observed in the streptomycin model may be of broad, rather than IDPN-specific, significance. First, downregulation of cell adhesion genes fits well with the loss of cell adhesion contributing to HC extrusion, a phenomenon observed not only after chronic IDPN (Seoane et al., 2021a,b [13, 52]), but also after chronic streptomycin [36]. In these studies, a marked contrast was observed between the slow and highly synchronous process of HC extrusion triggered by IDPN and the likely fast and asynchronous extrusion of HC after streptomycin [36]. Thus, it is possible that streptomycin also triggers downregulation of cell adhesion genes but that not enough affected cells are simultaneously present in the epithelium for the detection of this effect in bulk analysis. The second important dissimilar response is the upregulation of interferon responsive genes in an anti-viral-like or inflammatory-like response. Increased expression of interferon-responsible genes can occur following toxic stress, through nitrosylation of ISG15 and subsequent activation of the ISGylation process [69]. Alternatively, such a response can also be triggered by STAT1 phosphorylation induced by oxidative stress, and, in fact, this has been reported to occur in HCs after exposure to cisplatin or aminoglycoside [2, 20, 26, 51]. Again, the bulk epithelium approach used here, selected to circumvent the confounding effects of stress caused by cell isolation protocols, may have lacked the sensitivity to detect this response in streptomycin samples. Although still speculative, the hypothesis that decreased expression of cell adhesion genes and increased expression of interferon-regulated genes are responses of broad significance in chronic vestibular dysfunction is supported by the recent work by Kulasooriya et al. [23]. Using single-cell transcriptomics to compare young and old vestibular HCs in the mouse, these authors identified in the old samples, among other responses, (1) downregulation of hair bundle, mechanotransduction, synapse, and HC-specific genes, (2) downregulation of cell–cell adhesion genes; and (3) increase in pro-inflammatory genes indicating potential maintenance of a prolonged low-grade inflammatory state. Another study [43] has also reported decreased expression of cell adhesion genes and increased expression of inflammation-related genes, although the use of the entire vestibule (bone-encapsulated) likely reduced the sensitivity of the study. Therefore, these may be common responses of HCs to chronic stress. In support of this conclusion, we have recorded cellular evidence of decreased HC adhesion in human vestibular epithelium affected by a neighbouring tumour likely causing inflammatory stress [36].

## Conclusions

In summary, the present study compared the RNA-seq results of four experiments involving five control *vs.* chronic ototoxicity conditions. The data obtained identified that marked downregulation of HC-specific genes occurs as the first response to chronic stress. Among well-known stress responses, upregulation of *Atf3* was recorded in both rats and mice and after exposure to IDPN and streptomycin. In contrast, other prominent responses were identified after one compound-specific exposure, notably the unfolded protein response identified in streptomycin exposed rats, and the down regulation of cell adhesion and upregulation of an anti-viral-like response identified in rats and mice exposed to IDPN. These require further research to establish their link to particular mechanisms of ototoxicity or reveal their broader role. This study opens new paths in our understanding of the mechanisms that lead to the loss of HC during chronic stress conditions.

## Supplementary Information

Supplementary material 1.

Supplementary material 2.

## Data Availability

RNAseq datasets generated during the current study are available in the Gene Expression Omnibus, accession number GSE292474 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE292474). Other data are included in this published article and its supplementary information files.

## Abbreviations

BP: Biological process term
CASPR1: Contactin-associated protein
CC: Cell component term
DEG: Differentially expressed gene
DNER: Delta/notch like EGF repeat containing
GO: Gene ontology
GSEA: Gene set enrichment analysis
HC: Hair cell
HCI: Type I hair cell
HCII: Type II hair cell
IDPN: 3,3'-Iminodipropionitrile
KCNA10: Potassium voltage-gated channel subfamily A member 10
MF: Molecular function term
MYO7A: Myosin-7A
PCA: Principal component analysis
PMCA2: Plasma membrane calcium transporting ATPase 2
ROI: Region of interest
TLA: Tail-lift angle
VSIG10L2: V-set and immunoglobulin domain containing 10 like 2

# Supplementary material for: Early downregulation of hair cell (HC)-specific genes in the vestibular sensory epithelium during chronic ototoxicity
**Source:** J Biomed Sci. 2025 Sep 4;32:84. doi: 10.1186/s12929-025-01180-4
**Supplement:** Supplementary file 1 — Supplementary material 1.

## Slide 1
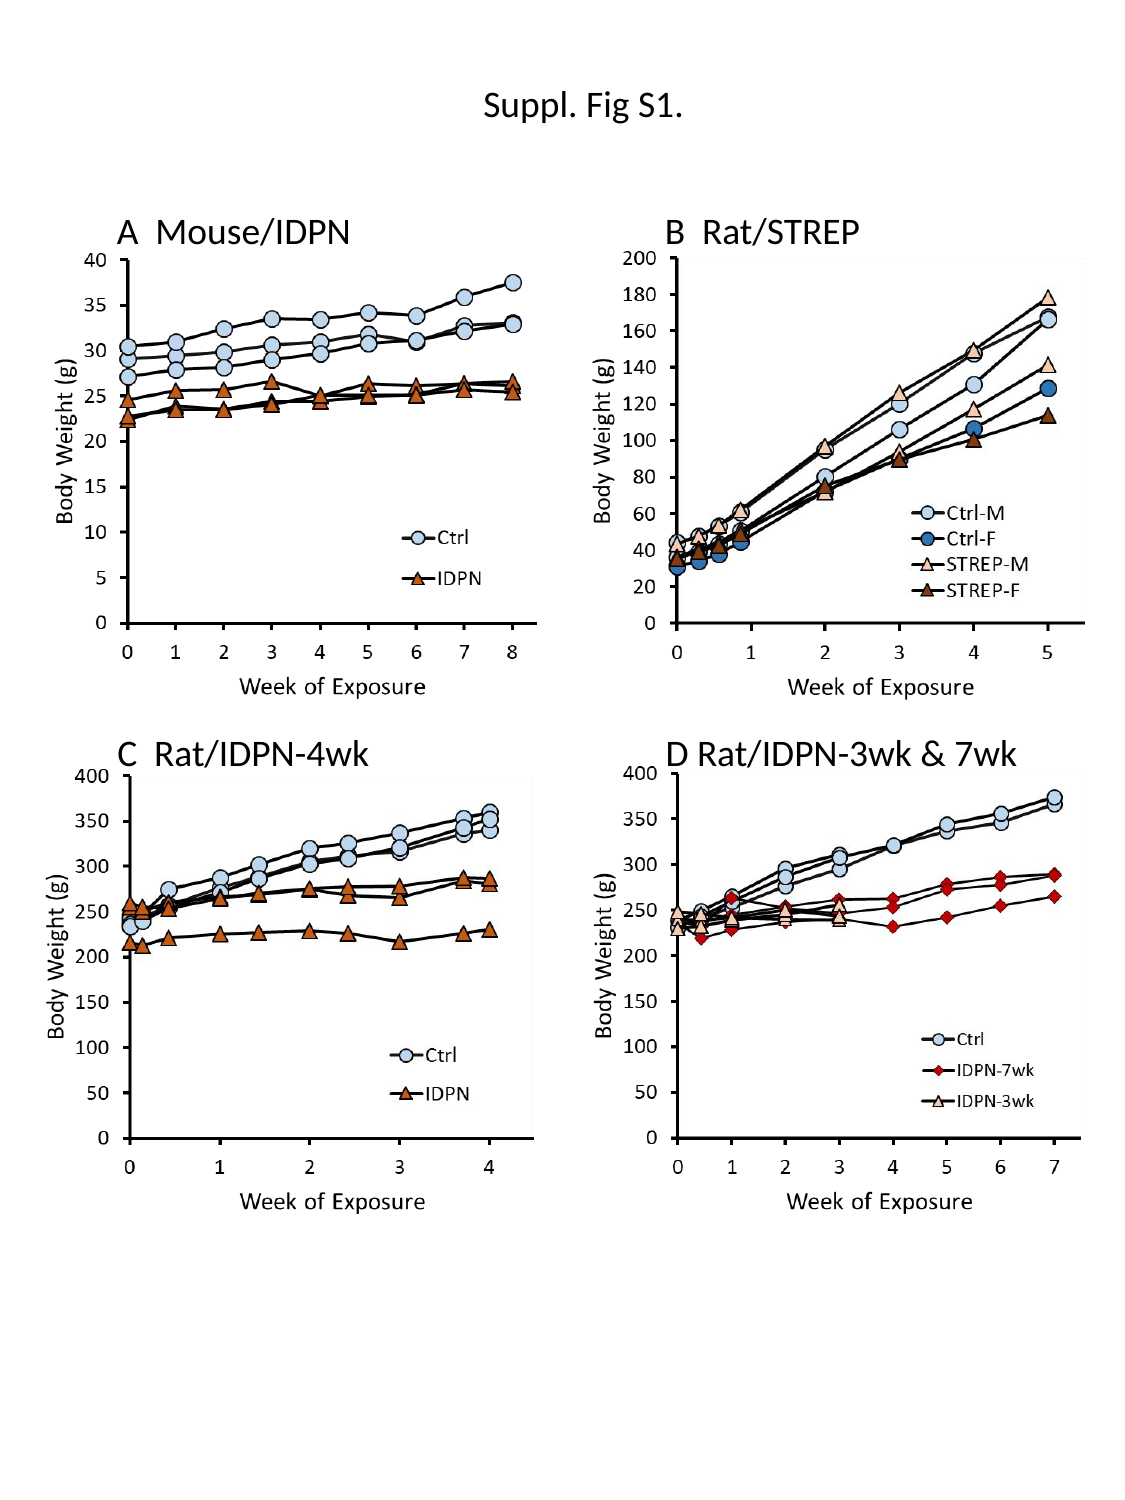

Suppl. Fig S1.
A Mouse/IDPN
B Rat/STREP
C Rat/IDPN-4wk
D Rat/IDPN-3wk & 7wk

## Slide 2
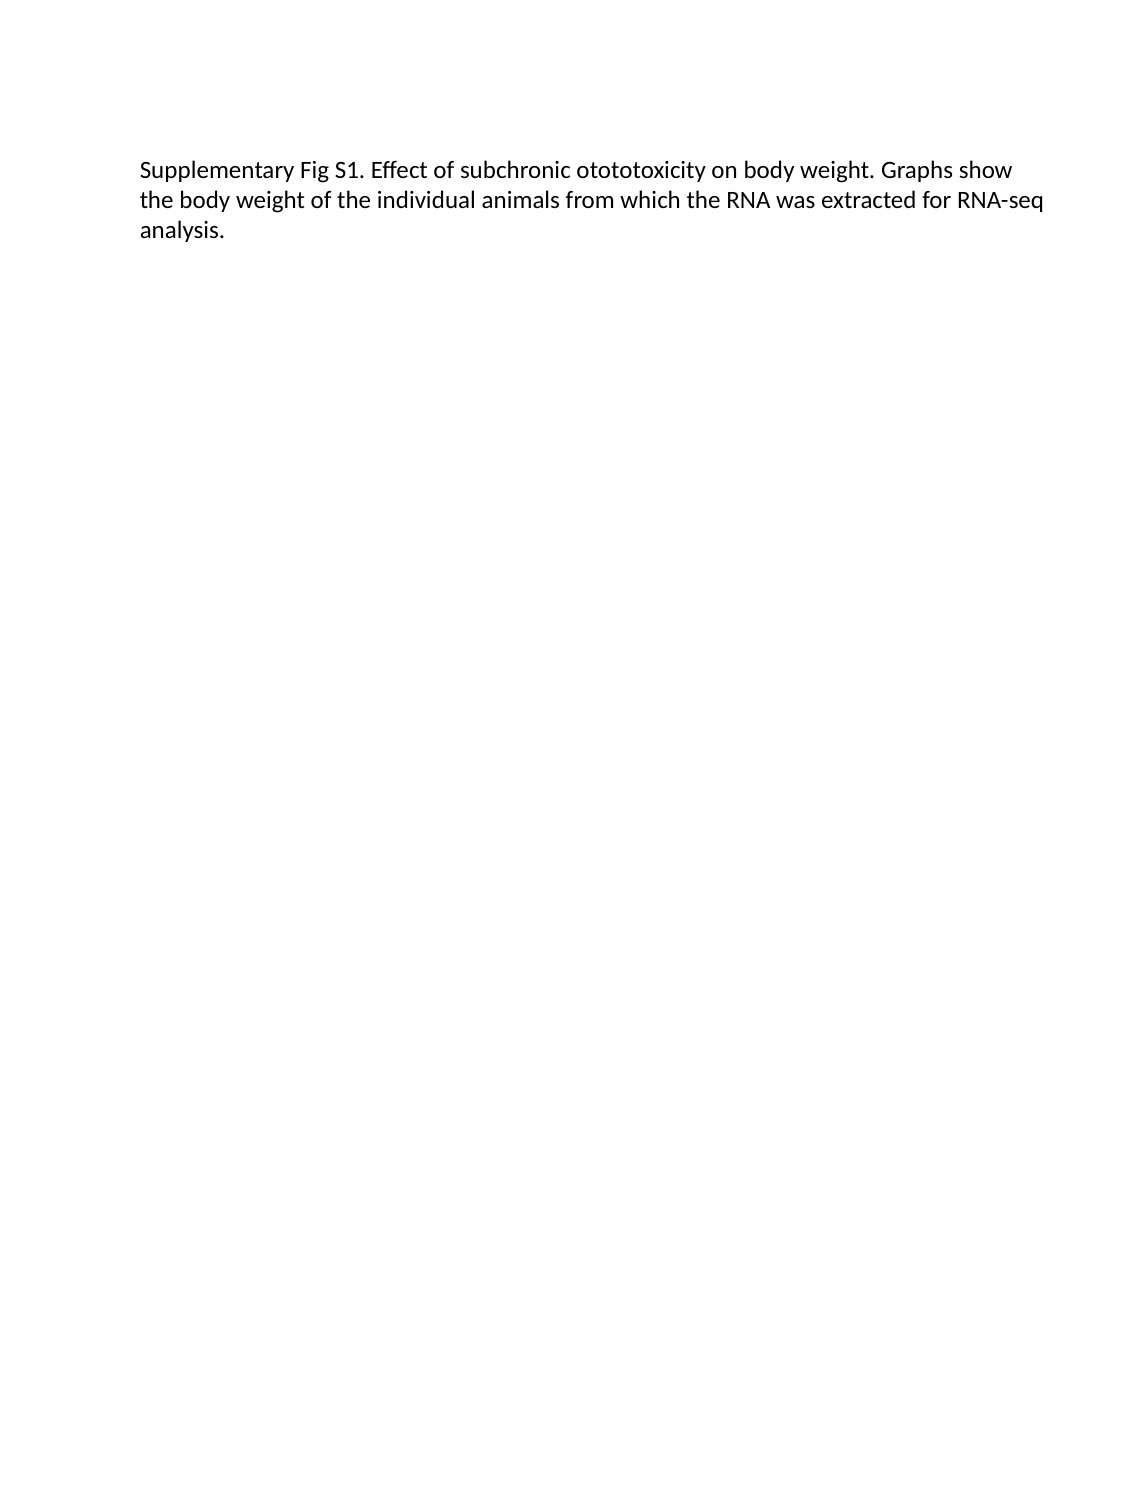

Supplementary Fig S1. Effect of subchronic otototoxicity on body weight. Graphs show the body weight of the individual animals from which the RNA was extracted for RNA-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

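RNA was sequenced from the pooled cristae and utricles of single rats exposed to 20 mM IDPN for 3 or 7 weeks and of their shared controls, with 3 libraries in each of the 3 groups. The authors mapped the reads with STAR and made the deposited table with RSEM, so the deposited values are estimated counts (expected counts) per gene, computed by the authors from reads mapped to the rat genome and given as whole numbers with no normalization. The table holds 32883 genes, and 4258 of its entries share a symbol with another, so genes were followed by their Ensembl identifier. Library totals ran from 31100118 to 46018385 counts. At these depths a level of 3 counts corresponds to 0.0652 to 0.0965 CPM. The libraries were amplified by PCR without molecular identifiers, so counting error is a lower limit for the error of a count.

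Calculations used R 4.3.3, with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr (15517 genes) and normalized by TMM. They were tested by the robust quasi-likelihood test of edgeR in a single fit of the 9 libraries with a mean per group, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. DEGs had an adjusted p under 0.05 and a fold change above 1.5. Standard errors of log2 fold changes come from the same fit, which had 6 residual degrees of freedom and a median of 4.07 prior degrees of freedom. Principal components were computed from the 500 most variable genes after the regularized log transformation of DESeq2. Sets of at least 5 genes, chosen by symbol or from marker lists, were tested with camera at an inter-gene correlation of 0.01, adjusted over 21 sets and 3 comparisons (63 combinations). The set of RT1 genes and B2m was defined by symbol and includes genes of classes I and II. The panel of type I HC genes was taken from the paper, some of it from calls on these same libraries, so its shift is not a separate test.

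Genes are named if the paper names them for a claim that covers the IDPN-3wk or IDPN-7wk group. In each comparison and direction, the 3 genes with the smallest adjusted p among DEGs with groups that do not overlap are named as well. Other genes named are DEGs of the sets, and these were chosen after their values were seen. The pipeline was tested on simulated data of 15517 genes with known changes, with the spread estimated by edgeR and no difference between library sets. With edgeR, 47 of 100 changed genes were recovered with 3 false calls at the size of the 3-week comparison, 91 of 200 with 8 false calls at 7 weeks, and 41 of 100 with 2 false calls between the IDPN groups. With DESeq2, 66, 131 and 59 were recovered, with 27, 59 and 35 false calls.

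Alternatives were DESeq2 in place of edgeR, relative log expression (RLE) size factors, no filter on counts, at least 10 counts in every library, only the libraries of the 2 groups compared, a fold change above 2, no fold change threshold, fry in place of camera, other transformations or gene numbers for the principal components, and each library left out in turn. Added after the data were seen were DESeq2 with no fold change threshold, the set of libraries with fewer detected genes as a covariate, and a fit without mitochondrial genes. The numbers of the replicates were assigned here. Some genes that meet the rule for named genes are not reported here. Gene Ontology, Hallmark and protein interaction analyses, and the experiments with streptomycin, with 4 weeks of IDPN and with mice, were not analysed here.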

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

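The comparisons, the thresholds and the marker lists were set before the data were examined, except that the tests of library size, of other cell types, of the libraries with fewer detected genes, of a changed mix of cells, of immune cells, of blood, of a loss of type I HCs and of reads shared between RT1 paralogs were chosen only after the result was seen. IDPN-7wk and IDPN-3wk rats differed in 75 DEGs, a difference between times of exposure that was tested directly. Age and day of collection may differ between these groups too, which this comparison cannot tell apart from exposure. Of the 10 splits of these 6 libraries, 1, the real one, gave as many DEGs, as many downregulated DEGs (21), as many upregulated DEGs (54) and as many gene set shifts, and 10 splits cannot give a share under 0.1. Fold changes were unrelated to gene length (rho -0.0212). With the set of libraries with fewer detected genes as a covariate, 33 of the 75 genes were called. The 3 IDPN-7wk libraries all lie in the other set, and covariates built from the 8 other choices of 1 control and 2 IDPN-3wk libraries left 13 to 45 genes, so a loss of calls of this size is not particular to the library set. The 33 genes do not rest on the library set, and for the rest of the 75 this test cannot tell it apart from the times of exposure.

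Interferon-related genes differed between the times of exposure. The direct log2 differences were 1.43 for Stat2, 2.28 for Irf7, 1.09 for Igtp, 3.13 for Isg15, 3.02 for Usp18, 2.33 for Oas1a, 1.56 for Ifi27, 1.28 for Ifitm3 and 0.99 for Eif2ak2, each higher in 3 of 3 IDPN-7wk rats than in every IDPN-3wk rat, though Irf7 and Igtp each lost their call in 5 of 13 alternatives and Eif2ak2 in 2. Medians were 1.28 for the 7 early genes, 1.40 for the interferon-stimulated families taken by symbol, 1.18 for the RT1 genes and B2m and 1.04 for the cluster of Fig. 10B. The median of the families was 1.42 with the library set as a covariate, and 2.24 for members without close paralogs, so neither the library set nor shared reads accounts for it. The macrophage panel rose by 1.60 as well, so the rise cannot be told apart from immune cells in the tissue. A response of the epithelium to longer exposure may add to it, but the libraries hold no separated cells that would test this.

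RT1-A2 (1.41), AABR07044421.1 (1.49) and B2m (1.10) were higher in IDPN-7wk than in IDPN-3wk rats. Against control rats, the 3 genes, which the paper does not discuss, were higher in 3 of 3 IDPN-7wk rats by 1.87, 1.94 and 1.03. With the library set as a covariate, the largest adjusted p of the 3 genes against control was 0.000302, for B2m, whose adjusted p ranged from 5.2e-29 to 0.00165 over its alternatives. B2m, which has no close paralog, rose by 1.03, but this does not settle how reads were divided between RT1-A2 and its relatives. The macrophage panel rose by 1.22 at 7 weeks, so the rise of these genes cannot be told apart from immune cells in the sample or, for RT1-A2 and AABR07044421.1, from shared reads.

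Txnip, Lbp and H3f3b, which the paper does not discuss, were higher than in control rats by 0.78, 1.04 and 0.78 at 3 weeks and by 0.93, 1.03 and 0.79 at 7 weeks, in 3 of 3 rats at each time. The largest adjusted p with the library set as a covariate was 0.00487, for H3f3b at 3 weeks, where it ranged from 6.1e-20 to 0.0132 over the alternatives. With RLE size factors the smallest change was 0.78. The macrophage panel had a median of -0.30 at 3 weeks and the blood panel one of -0.11 at 7 weeks, but 7 and 6 of the 10 splits gave shifts as large, so these values do not settle whether either rose. The macrophage panel rose at 7 weeks (1.22) and the blood panel at 3 weeks (0.46). The paralog H3f3a did not fall at 3 weeks (-0.00414) or at 7 weeks (0.25), so reads moved from it do not account for the rise of H3f3b. Between 3 and 7 weeks the macrophage panel rose by 1.60 and the blood panel fell by 0.52. Txnip, Lbp and H3f3b differed by 0.16, -0.01 and 0.01 over that interval. These values argue against immune cells alone or blood alone as the source of the rise of these genes. For the blood panel, another split of these libraries gave nearly as large a shift (0.521 against 0.527). A part from both sources together cannot be told apart from a rise with exposure.

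Mitochondrially encoded protein genes were lower in IDPN-7wk than in IDPN-3wk rats (median -0.51), as was the mitochondrial ribosomal RNA gene AY172581.9 (-1.34). Nuclear respiratory chain genes moved less (median -0.069, camera adjusted p = 0.00585, 54 of 82 lower). A shift of the latter size was given by 4 of the 10 splits of these libraries. Against control rats, the median of the mitochondrially encoded protein genes at 7 weeks was -0.61 with scaling on nuclear genes only. With the library set as a covariate it was -0.70, so neither choice accounts for the decrease against control rats. Between the IDPN groups, the median ranged from -0.609 to -0.416 over the alternatives, the covariate among them. Scaling on nuclear genes was not tested there. At 3 weeks the median against control rats was -0.10. Cell panels moved between the times as well, so less mitochondrial RNA per cell cannot be told apart from a changed mix of cells.

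Several cell panels differed between the times of exposure as well. The medians were -0.13 for the HC panel, -0.36 for type I HC genes, -0.16 for the 34 genes of Table 2, -0.15 for supporting cell genes, -0.75 for Schwann cell genes, -0.52 for blood genes and 1.60 for macrophage genes. Type II HC genes did not differ (0.16, camera adjusted p = 0.490). The shift of the HC panel lost its adjusted p under 0.05 in 5 of 12 alternatives. Shifts of the HC and the supporting cell panel as large as these were given by 2 of the 10 splits of these libraries. An equal loss of all HCs would lower the genes of the HC panel alike if they were expressed in HCs alone. At 7 weeks the squared distance from the panel's mean was 7.35 per degree of freedom, and 15 of the 29 genes were over 2 standard errors away, between -2.75 and -0.04. Expression of these genes in other cells would give unequal values too, so the spread alone does not exclude an equal loss of HCs. At 3 weeks the panel's median was already -0.55, with 25 of the 29 genes lower. The paper allows only a very small loss of HCs there, which argues against HC loss as the source of the decrease at 3 weeks. At 7 weeks the paper considers a significant loss of HCs likely. For the further decrease by 7 weeks, an equal loss of HCs is not excluded and cannot be told apart. Type I HC genes had a median of -1.79 at 7 weeks and type II HC genes one of -0.64 (camera adjusted p = 0.199, 4 of 7 lower). The type I median was already -1.51 at 3 weeks, though some of these genes were chosen from calls on these libraries. A loss of type I HCs may contribute to the further decrease by 7 weeks (-0.36). It cannot be told apart from lower expression within HCs.

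Spp1 and Klk1b3 were lower in IDPN-7wk than in IDPN-3wk rats, with log2 differences of -0.999 and -5.27, in 3 of 3 rats. Klk1b3 was under 3 counts in IDPN-7wk replicates 2 and 3. With the library set as a covariate, the adjusted p was 0.0216 for Spp1 (9.8e-14 to 0.0263 over its alternatives) and 0.0336 for Klk1b3 (1.3e-11 to 0.0724), so the library set does not account for either. Spp1 is among the 11 type I HC genes, which were all lower in IDPN-7wk than in IDPN-3wk rats (median -0.36), and its decrease was the largest of the 11. No biological explanation was tested for Klk1b3, or for a decrease of Spp1 beyond that of the panel.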

How the results depend on the processing

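No paired analysis was possible because the replicate numbers were assigned here and the labels give no pairs of animals. The rat identifiers of the controls share a prefix that no treated rat has. IDPN-3wk replicate 3 and IDPN-7wk replicate 3 share another. Replicates 1 and 2 of each IDPN group share a prefix that no other group has. What the prefix stands for is not stated, and for these rats and the controls it cannot be told apart from the group. The pair that shares a prefix had the lowest chi-square per gene within IDPN-7wk (18.7 against 75.0 and 51.6) and IDPN-3wk (65.8 against 75.5 and 69.9). Whether rats with the same prefix are independent cannot be told. With DESeq2 there were 826 DEGs at 3 weeks (571 down, 255 up), 1392 at 7 weeks (842 down, 550 up) and 585 between the IDPN groups (306 down, 279 up). They included 255, 795 and 75 of the DEGs called by edgeR. DESeq2 gave 317 genes down at both times, 525 down at 7 weeks only, 154 up at both times and 396 up at 7 weeks only. With no fold change threshold, chosen after the values were seen, DESeq2 gave 1207 (709 down, 498 up), 1876 (1079 down, 797 up) and 788 (427 down, 361 up) genes, 34 of the genes of Table 2 at 3 weeks, 410 down at both times, 669 down at 7 weeks only, 275 up at both times and 522 up at 7 weeks only. On simulated data, DESeq2 recovered more changed genes than edgeR but 29.0%, 31.1% and 37.2% of its calls were false, against 6%, 8.08% and 4.65%. The simulated data held 100 or 200 changed genes, with the spread estimated by edgeR and no difference between library sets. The share of false calls depends on how many genes change, so it does not carry over to the real calls. Splits other than the real one gave at most 5 DESeq2 DEGs at 7 weeks. At 3 weeks the most was 689, in the split that follows the library set.

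With only the 2 groups compared in the fit there were 118 DEGs at 3 weeks (97 down, 21 up), 1249 at 7 weeks (774 down, 475 up), and 46 between the IDPN groups (7 down). Genes down at both times numbered 94, down at 7 weeks only 680, up at both times 17, and up at 7 weeks only 458. With a fold change above 2, the counts were 159 (119 down, 40 up) and 480 (284 down, 196 up), 9 down between the IDPN groups, 92 down at both times, 192 down at 7 weeks only, 32 up at both times and 164 up at 7 weeks only. Between the IDPN groups, no filter gave 38 downregulated DEGs, and at least 10 counts in every library gave 123 DEGs, 44 of them down. With the detected-genes set as a covariate, chosen after the data were seen, 37 DEGs were called between the IDPN groups (3 down, 34 up). The PC1 share was 36.7% with all genes kept by filterByExpr and 32.0% with log2 CPM, where PC1 parted the libraries with fewer detected genes from the others. The cause was not tested for the other changes. No count of DEGs moved by more than 1.5 times with RLE size factors, without a fold change threshold in edgeR or without mitochondrial genes.

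Across the fits that each left out one library, DEGs ranged from 75 to 439 at 3 weeks (60 to 322 down, 14 to 117 up), from 432 to 600 at 7 weeks (266 to 345 down, 166 to 255 up) and from 39 to 445 between the IDPN groups (6 to 230 down, 33 to 215 up). Genes of Table 2 ranged from 12 to 19 at 3 weeks and from 23 to 28 at 7 weeks. Genes down at both times ranged from 57 to 142, down at 7 weeks only from 155 to 463, up at both times from 13 to 53 and up at 7 weeks only from 123 to 327. The PC1 share ranged from 48.7% to 64.2%. Gene set shifts ranged from 42 to 48 of 63, and fry gave 38. The cause was not tested.

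The direction changed only in values near 0 or with a wide spread, and the cause was not tested. The test of the cadherins between the IDPN groups changed direction with fry (median -0.029), with only the 2 groups compared (-0.018), and when IDPN-3wk replicate 1 or IDPN-7wk replicate 3 was left out (medians from -0.068 to 0.079 across the fits without one library). That of the nuclear respiratory chain genes at 7 weeks changed with at least 10 counts in every library (-0.0098) and in 1 fit without one library (-0.019 to 0.040). The Schwann cell panel at 3 weeks (-0.244 to 0.014) and the blood panel at 7 weeks (-0.236 to 0.029) each changed in 1 such fit. The median of the macrophage panel at 3 weeks (-0.914 to 0.072) changed sign in 1 such fit, though the direction of its test did not. Among single genes, the values without one library ranged at 3 weeks from -0.241 to 0.109 for Atf3, from -0.138 to 0.1497 for Atf4 and from -0.209 to 0.558 for Isg15, and at 7 weeks from -0.085 to 0.253 for Atf4 and from -0.314 to 0.635 for Cebpb. With the detected-genes set as a covariate, Cebpb (-0.068) and Pink1 (-0.058) changed sign at 3 weeks. Among the other changes in calls of named genes, 11 were stronger with DESeq2, 4 weaker with only the 2 groups compared, and 43 weaker and 7 stronger when one library was left out. Calls lost in at least 3 alternatives were those of Atf3, Cdh23, Pou4f3, Ntrk3, Cfap126 and Chgb at 7 weeks, Ifitm3 at 3 weeks, and Irf7, Igtp and Klk1b3 between the IDPN groups. For gene sets, 9 were weaker with fry, and 16 were weaker and 4 stronger when one library was left out.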

Differences from the paper's values

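The paper made its calls with DESeq2, and the main calls here were made with edgeR, so the values below differ in the test used. At 3 weeks there were 256 DEGs against the paper's 1183, 188 downregulated against the paper's 699, and 68 upregulated against the paper's 484. Of the 13 alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's value for all DEGs (826) and for downregulated DEGs (571), and the other 12 did not. None did for upregulated DEGs, where the highest value was 255, with DESeq2. At 7 weeks there were 796 DEGs against the paper's 1885, and DESeq2 (1392) was the only one of the 13 alternatives within 1.5 times. Downregulated DEGs numbered 485 against the paper's 1084, and DESeq2 (842) and only the 2 groups compared (774) came within 1.5 times, while the other 11 did not. Upregulated DEGs numbered 311 against the paper's 801, and only DESeq2 (550) came within 1.5 times. DESeq2 with no fold change threshold, chosen after seeing the values, gave 1207, 709 and 498 genes at 3 weeks and 1876, 1079 and 797 genes at 7 weeks. Of the 34 genes that the paper lists as downregulated in all models, 21 were called at 3 weeks. DESeq2 (30) and at least 10 counts in every library (24) came within 1.5 times, the other 11 alternatives did not, and DESeq2 with no fold change threshold, chosen after seeing the values, called 34.

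Several genes that the paper lists as changed, from calls by DESeq2, did not pass here with edgeR. At 7 weeks, Ndufs4 had a log2 fold change of -0.31 (edgeR adjusted p = 0.0662, 0.00497 to 0.197 over the alternatives), Atoh1 of -0.93 (adjusted p = 0.104, 0.00873 to 0.333) and Ush1c of -0.55 (adjusted p = 0.0245, 0.000941 to 0.0843), which is a fold change of 1.46. DESeq2 called Atoh1, and the fit without IDPN-7wk replicate 1 called Ush1c. At 3 weeks, the values were 1.23 for Usp18 (adjusted p = 0.1495, 0.0195 to 0.350), 1.18 for Oas1a (adjusted p = 0.0877, 0.00431 to 0.238), 1.06 for Ifitm1 (adjusted p = 0.0944, 0.00415 to 0.319), 0.39 for Ifi27 (adjusted p = 0.0961, 0.0120 to 0.276) and 0.57 for Eif2ak2 (adjusted p = 0.0653, 0.00267 to 0.209). DESeq2 called Usp18, Oas1a and Ifitm1, and the fit without IDPN-3wk replicate 1 called Eif2ak2. Also at 3 weeks, Ntrk3 (-0.75, adjusted p = 0.0596, 0.00186 to 0.194), Cfap126 (-0.64, adjusted p = 0.0596, 0.00151 to 0.199) and Chgb (-0.49, adjusted p = 0.0995, 0.00970 to 0.299) did not pass. DESeq2 and at least 10 counts in every library called Ntrk3 and Cfap126, no filter and the fit without IDPN-3wk replicate 2 called Ntrk3, and the fit without control replicate 1 called Cfap126. The lowest adjusted p of each range of Ndufs4, Ifi27, Eif2ak2 and Chgb was that of DESeq2, so these genes pass in DESeq2 with no fold change threshold, which was chosen after seeing the values.

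The paper records no change of Pink1. Its log2 fold change was -1.15 at 7 weeks (adjusted p = 0.132, 0.0428 to 0.394 over the alternatives), and it was called with only the 2 groups compared. Between the IDPN groups the difference of Pink1 was -1.55 (edgeR adjusted p = 0.140, 0.0150 to 0.740 over the alternatives). It was called there in 2 alternatives, and was -0.72 with the library set as a covariate.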

Other observations

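The tests of library size, of other cell types and of the libraries with fewer detected genes were chosen only after the result was seen. Control replicate 1 and IDPN-3wk replicates 2 and 3 had fewer detected genes than the other 6 libraries. At equal depth the gap between the 2 sets of libraries was still 1335 genes, and without the genes with the largest counts it was 1328, so library size and a few abundant genes do not account for it. Each of the 3 libraries was placed on the side of its group by at least 96.0% of the genes called without it (97 of 99, 143 of 149 and 146 of 152), which goes against a mislabelled sample. The difference between the sets was unrelated to gene length (rho -0.0364, for the 85.9% of tested genes with a length). The lowest adjusted p over the cell marker panels was 0.241, for the HC panel (unadjusted p = 0.0302), with a median difference of 0.0866. Medians of the other panels ranged from -0.245 for neurons to 0.369 for macrophages, so no panel was shown to differ, and a part from other cell types is not excluded. With the set in the model, 155 genes differed with it, 55 lower and 100 higher in the 3 libraries, against 0 for each of the 8 other choices of 1 control and 2 IDPN-3wk libraries, so 1 of 9 splits, the real one, gave as many. A difference in library preparation is a candidate explanation that the labels cannot test.

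With the libraries with fewer detected genes as a covariate, 186 of the 256 DEGs at 3 weeks and 655 of the 796 at 7 weeks were called again, so most calls do not rest on the library set. The correlation of the log2 fold change with gene length was weak (rho -0.195 and -0.190). At 3 weeks, 1 of 10 splits of the libraries gave as many DEGs, downregulated DEGs, DEGs by DESeq2 and gene set shifts as the real one, which is the real split itself. For upregulated DEGs it was 2 of 10 splits. The other of these 2 puts the libraries with fewer detected genes on one side, so the number of upregulated DEGs alone cannot tell the library set and the exposure apart. With the set as a covariate, 43 of the 68 upregulated DEGs were called again, so these do not rest on the set. At 7 weeks, 1 of 10 splits gave as many DEGs, downregulated and upregulated DEGs and DEGs by DESeq2, and 3 of 10 splits gave as many gene set shifts. With 10 splits, no share can be under 0.1.

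Among 100 splits of the 9 libraries into groups of 3, the real one included, 1 split, the real one, gave as many genes down at both times (143), down at 7 weeks only (342), up at both times (50), up at 7 weeks only (261), and as many genes of Table 2 called at 3 weeks (21) and at 7 weeks (31). The genes of Table 2 were chosen in part on these libraries, so their count is not a separate test. For gene set shifts, 4 of 100 splits gave at least 47 of 63.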
